# Major latex protein-like encoding genes contribute to *Rhizoctonia solani* defense responses in sugar beet

**DOI:** 10.1007/s00438-020-01735-0

**Published:** 2020-10-28

**Authors:** Louise Holmquist, Fredrik Dölfors, Johan Fogelqvist, Jonathan Cohn, Thomas Kraft, Christina Dixelius

**Keywords:** Arabidopsis, Defense genes, Major latex protein-like, *Rhizoctonia solani*, RNA-seq, Sugar beet

## Abstract

Sugar beets are attacked by several pathogens that cause root damages. Rhizoctonia (Greek for “root killer”) is one of them. Rhizoctonia root rot has become an increasing problem for sugar beet production and to decrease yield losses agronomical measures are adopted. Here, two partially resistant and two susceptible sugar beet genotypes were used for transcriptome analysis to discover new defense genes to this fungal disease, information to be implemented in molecular resistance breeding. Among 217 transcripts with increased expression at 2 days post-infection (dpi), three resistance-like genes were found. These genes were not significantly elevated at 5 dpi, a time point when increased expression of three Bet v I/Major latex protein (MLP) homologous genes *BvMLP1, BvMLP2* and *BvML3* was observed in the partially resistant genotypes. Quantitative RT-PCR analysis on diseased sugar beet seedlings validated the activity of *BvMLP1* and *BvMLP3* observed in the transcriptome during challenge by *R. solani*. The three *BvMLP* genes were cloned and overexpressed in *Arabidopsis thaliana* to further dissect their individual contribution*.* Transgenic plants were also compared to T-DNA mutants of orthologous *MLP* genes. Plants overexpressing *BvMLP1* and *BvMLP3* showed significantly less infection whereas additive effects were seen on *Atmlp1/Atmlp3* double mutants. The data suggest that *BvMLP1* and *BvMLP3* may contribute to the reduction of the Rhizoctonia root rot disease in sugar beet. Impact on the defense reaction from other differential expressed genes observed in the study is discussed.

**Electronic supplementary material:**

The online version of this article (10.1007/s00438-020-01735-0) contains supplementary material, which is available to authorized users.

## Introduction

*Beta vulgaris* ssp. *vulgaris*, commonly known as sugar beet, is a dicot crop grown in the temperate zone with Europe and the USA as the major production regions (Draycott 2006). The crop is cultivated for its carbohydrate-enriched taproot. In addition to sugar, sugar beet is also a source for an array of carbohydrate-based products including biofuel (Duraisam et al. 2017) and pharmaceuticals such as blood substitute (Leiva-Eriksson et al. 2014). Sugar beet is a biennial crop where carbon is translocated from the leaves to the root during the vegetative stage and vice versa during the generative phase (Fondy et al. 1989). Root crops such as sugar beet that have a relatively long growing season are particularly vulnerable to pathogens including soil microbes attracted to the carbohydrate enriched root system. The soil-borne basidiomycete *Rhizoctonia solani* (teleomorph: *Thanatephorus cucumeris*) has become a pathogen of increasing importance on sugar beet. In the current study, our attempt was to identify defense genes against *R. solani* by comparing transcriptome profiles of sugar beet breeding lines known to express a differential response to this fungal pathogen.

Most *R. solani* infections are initiated by germinating sclerotia or mycelia from debris which can survive in the soil for many years (Cubeta and Vilgalys 1997). Overwintered propagules of *R. solani* germinate and start to infect sugar beet seedlings when soil temperature exceeds 12 °C (Mukhopadhyay 1987). Under optimal temperature and high humidity conditions hyphae colonize the host plant leading to seedling damping-off, crown and root rot (Sneh et al. 1996). *R. solani* AG2-2IIIB is the anastomosis group causing most problems in sugar beet production and soil inoculum is expected to increase in regions where sugar beet and maize are overlapping in the crop rotation schemes, since maize can act as a host and thus propagate the pathogen (Buddemeyer et al. 2004; Schulze et al. 2016). Further, this fungal pathogen does not produce any asexual spores and only occasionally sexual spores are formed (Cubeta and Vilgalys 1997). This lack of spore formation hampers resistance screening work because amounts of inoculum cannot be precisely controlled in field trials or when running indoor experiments. Together all these factors add to the complexity of *R. solani* disease control and work on crop improvement. The strict European regulation on use of agrochemicals prohibits treatment of the soil or the canopy to decrease *R. solani*-incited damages. The only way known to handle the disease is by implementing various cultivation practices and most importantly is the availability of resistant varieties (Buhre et al. 2009). Much work on crop improvements is presently devoted on genomic selection or marker-associated breeding where in this case the sugar beet genome is an important resource (Dohm et al. 2014; Funk et al. 2018).

Based on our transcriptome analysis, we found three major latex protein (MLP) encoding genes *BvMLP1* and *BvMLP2* and *BvMLP3* that showed elevated transcriptional activity in partly resistant genotypes of sugar beet 5 days post-inoculation with *R. solani.* Quantitative RT-PCR confirmed the *BvMLP1* and *BvMLP3* expression in infected sugar beets. Enhanced resistance against *R. solani* infection was also demonstrated when *BvMLP1* and *BvMLP3* were cloned and overexpressed in *A. thaliana*. To dissect individual contributions of the three *MLP* genes, we screened homologous T-DNA mutants in *A. thaliana*. The result showed that both *MLP1* and *MLP3* are of importance in the response to *R. solani*.

## Materials and methods

### Sugar beet material and *R. solani* inoculation for RNAseq

Two partially resistant (G1, line no. 11014044 09; G2, line no. 06012609 70) and two susceptible (G3, line no. 11014038 09; G4, line no. 11014072 09) sugar beet breeding-lines were used. After 13 weeks, the plants were inoculated with *R. solani* AG2-2IIIB BBA 69670 isolate by putting four infected barley kernels approximately 1 cm from the root and 1.5 cm down in the soil on four sides of the root using a tweezers. Inoculated plants were moved from 18/12 °C (day/night) regime to 24/18 °C for the infection phase. At least three roots per genotype were collected before onset of infection (day 0), and 2 and 5 days post-infection (dpi). This experimental design was chosen because it was shown in a pilot study that the fungus reaches the root 2 dpi and we estimated the infection to be in its initial phase at 5 dpi. Further, this experimental design enriches for fungal-induced genes after the inoculation procedure, and reduces the number of development-associated genes in the datasets. Roots were washed and four samples from each root were taken with a core drill. The samples were directly frozen in liquid nitrogen and stored at − 80 °C. In parallel to the infected materials, four roots from each line were harvested before inoculation as control materials.

### RNA isolation

RNA samples were extracted from all four sugar beet genotypes. Three replicates for each time point, treatment and genotype were prepared. Frozen tissue was ground in a mortar to fine powder. Total RNA was isolated according to the procedure outlined by Puthoff and Smigocki (2007) and stored at − 80 °C until further use.

### RNA sequencing and genome mapping

Thirty-six pair end libraries with 100 bp read length were prepared and sequenced using Illumina HiSeq 2000 technology, which generated > 20 million reads per sample. The reads were aligned using GSNAP (genome short-read nucleotide alignment) to the sugar beet genome RefBeet-1.0/Dec 2011 scaffold assembly of KWS2320. Gene IDs were translated to the RefBeet-1.1 version available at https://bvseq.molgen.mpg.de/index.shtml. Count data were generated from BAM files using standard procedures established at National Center for Genome Resources (NCGR), New Mexico, USA. Reads were apportioned (Young et al. 2011) at the gene level to avoid potential data loss associated with using only uniquely aligning reads.

### Data quality control and normalization

Data were evaluated for numbers of read counts for each gene in the samples. A threshold of at least five read counts in each set of three replicates was set. This approach generated a total of 16,768 genes for further analysis. The remaining data sets were manually checked for correct biological affiliation. The quality of samples and major sources of variance were analyzed using multivariate analysis. Data were centered and scaled to unit variance and analyzed by principal component analysis (PCA) in Simca version 13.0.0 (https://umetrics.com/products/simca). Nucleotide percentage by position, average quality (Phred) score by position and bias due to gene length was determined and count data were normalized using the R (version 3.2.3) library EDAseq (Risso et al. 2011).

### Differentially expressed genes (DEG) and gene ontology (GO) enrichment analysis

Differential gene expression analysis was performed using generalized linear model methods (GLMs) implemented in the edgeR package (McCarthy et al. 2012). Absolute log2 fold change > 1 and a false discovery rate (FDR) < 0.05 settings were used to define the DEGs. A heat map was constructed using the pheatmap tool implemented in the R package (Kolde 2015). The R package topGO (Alexa and Rahnenfuhrer 2010) was used for gene ontology (GO) enrichment analysis and functional characterization of the biological processes. Fisher weight or fisherweight01 was used for statistical significance measure with a significance level of < 0.05.

### Co-expression networks and visualization with Cytoscape

Expression data for the 36 samples (4 genotypes, 3 time-points, 3 biological replicates) and 16,768 genes were used to construct weighted gene correlation networks using the WGCNA tool in R-package (Langfelder and Horvath 2008, 2012). Expression count data were converted to log2 + 1, power = 12, TOMtype = unsigned, minModuleSize = 20, reassignThreshold = 1, mergeCutHeight = 0.15, and verbose = 3. Nodes represent genes and edges are correlation coefficient values among gene pair. The network was visualized using Cytoscape version 3.3.0.

### Identification and analysis of carbohydrate-related proteins

Carbohydrate active enzymes (CAZymes) in the sugar beet proteome were analyzed using the dbCAN “Data-Base for automated Carbohydrate-active enzyme Annotation” annotation pipeline (Yin et al. 2012).

### Transgenic *A. thaliana* (*At*) materials

Total RNA was isolated from *B. vulgaris* G1 genotype (Qiagen RNeasy plant mini kit), cDNA was synthesized (qScript™ cDNA synthesis kit, Quanta Biosciences) and used as template for *MLP* gene amplifications. Sugar beet is denoted Bv. Three MLP-like protein encoding genes, *BvMLP1* (Bv7_162510_pymu), *BvMLP2*, (Bv7_162520_etow) and *BvMLP*3 (Bv_27270_xeas) were amplified (Phusion High-Fidelity PCR polymerase, New England Biolabs) and purified. Fragments were individually cloned into the pENTR/D-TOPO vector and subcloned in *E. coli*. Single colony plasmids were purified, and plasmid DNA restricted followed by Sanger sequencing (Macrogen). Confirmed inserts were introduced into pGWB405 destination vectors using the Gateway system. Primers and vectors are provided in Table S1. Final *35S:BvMLP* constructs to generate over-expressor (OE) lines were transformed into *Agrobacterium tumefaciens* strain C58, followed by transformation to *A. thaliana* Col-0 using the floral dip method (Davis et al. 2009). Twenty putative T_0_ transgenic plant lines for each construct were produced followed by in vitro selection for kanamycin resistance, and PCR analysis. Two independent, homozygous T_2_ lines per construct were chosen and propagated to generation T_3_ to amplify enough seeds for further analysis. Following *A. thaliana* materials were used in the study: *35S:BvMLP1-1* (OE1a), 3*5S*:*BvMLP1-2* (OE1b), *35S:BvMLP2-1* (OE2a), *35S:BvMLP2-2* (OE2b), *35S*:*BvMLP3-1* (OE3a) and *35S:BvMLP3-2* (OE3b). Homozygous single T-DNA insertion lines: *Atmlp1-1* (SALK 018534), *Atmlp2-1* (WiscdsLox413-416K24), *Atmlp3-1* (SALK_103714C), *Atmlp3-2* (SALK_033347C) and two double mutants *Atmlp1-1*/*Atmlp3-1* and *Atmlp1-1*/*Atmlp3-2* were also included in the work.

### Screening of sugar beet seedlings and Arabidopsis plantlets

*R. solani* AG2-2IIIB inoculum of BBA 69670 was prepared by growing fresh hyphae from a 1 cm^2^ potato dextrose agar plug for 10 days on sterile maize flour medium (1:1:5 ratio of maize flour, perlite and water). Three-week-old sugar beet seedlings of the four breeding lines were grown in standard soil followed by transfer to the growth containers with a mixture of fresh soil and prepared inoculum in a ratio of 10:1. At least five roots including hypocotyls were sampled in four biological replicates at 0, 2 and 5 dpi for each of the four sugar beet breeding lines. *A. thaliana* plantlets were transferred to containers containing a 20:1 ratio of fresh soil and inoculum after cultivation in standard soil for 21 days. Six biological replicates per genotype, each comprising of at least four plants were harvested at 5 dpi. All sugar beet and *A. thaliana* plants including wildtype Col-0 were grown under short-day conditions (8/16 h light/dark, 22/18 °C day/night).

### Fungal DNA quantification and *MLP* transcript analysis

Total plant RNA was extracted and cDNA synthesis was performed as earlier described. Gene-specific primers were designed using Primer3 (Rozen and Skaletsky 2000) and expression normalized to the *TUBB4* (sugar beet) or *Ubiquitin10* (*A. thaliana*) genes. Transcript data were analyzed with the comparative C_T_ method (Livak and Schmittgen 2001) followed by Student’s *t *test in R (version 3.16). Total DNA was extracted from inoculated samples (Möller et al. 1992). 500 µl of 3% CTAB extraction buffer per 100 mg disrupted plant material was used. The amount of fungal DNA (*RsG3PDH*) was determined with qPCR and normalized to the amount of plant DNA (*Actin2*). Primers are listed in Table S2.

### Availability of data and materials

RNA-Seq data have been deposited in the National Center for Biotechnology Information (NCBI) database, and Gene Expression Omnibus under the accession number GSE92859. The sugar beet genome RefBeet 1.0, used for the mapping is converted to the RefBeet 1.1, available at https://bvseq.molgen.mpg.de/index.shtml and translations can be seen in the processed data file.

## Results

### Three disease resistance-type genes are expressed as an early response to *R. solani*

Sugar beet transcript data were generated for 47,713 gene models. 

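Gene expression was measured by RNA sequencing in taproots of 4 sugar beet breeding lines before and after attack by the root rot fungus *R. solani* AG2-2IIIB. G1 and G2 are partially resistant and G3 and G4 are susceptible. Plants were inoculated after 13 weeks with infected barley kernels and moved from 18 °C by day and 12 °C by night to 24 °C and 18 °C, so infection and warmer air both separate 0 dpi from 2 dpi. Roots were taken at 0, 2 and 5 dpi. Each of the 12 combinations of genotype and day has 3 libraries, named A, B and C, which gives 36 libraries and 6 for each resistance level and day. The libraries come from separate roots and the letters do not pair them.
The authors aligned the reads with GSNAP to the RefBeet scaffolds, apportioned reads that fit several genes, and normalized the counts with EDASeq. The deposited values are scores left by this normalization, with the same sorted values in every library. Each library has a total of 41010997, a median of 880, a highest value of 175108 and 170 genes at 0. The number of reads behind a value is therefore unknown, and no interval for counting error is given. The table holds 16768 genes, of which 15149 have a RefBeet 1.1 identifier and 4973 a descriptive protein match in the deposited annotation of 61174 gene models.
Each library was scaled by a median-of-ratios size factor. The log2 of the scaled value plus 1 was then compared with limma, with the genotypes of a level fused. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper. Log2 fold changes between the levels are partially resistant over susceptible. From 0 to 2 dpi the median change of all genes was -0.05 in partially resistant and -0.04 in susceptible genotypes, and -0.15 and -0.12 without the size factors. At 5 dpi the libraries labelled G1 5 dpi A and G3 5 dpi A lay with the other resistance level. Values at 5 dpi are therefore given for all 36 libraries as labelled, and many of them also for the 34 libraries without this pair. That choice was made after the data were seen. Where no set is named, a value is that of all 36 libraries.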

A cut-off value was set at > five reads in at least three samples to avoid singleton bias, resulting in a final set of 16,768 genes for further analyzes. The major sources of variance in the data set were analyzed using principal component analysis. This variance was best explained by time post-inoculation followed by *R. solani* resistance level in sugar beet (Fig. S1). 

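The roots of both levels changed strongly between days, and genes of defence and of the daily clock were among those that changed. WRKY transcription factors switch on defence programmes. The WRKY1 gene Bv9_229380_fkap rose from 0 to 2 dpi by a log2 fold change of 7.11 (standard error 0.42, limma adjusted p = 1.46e-13) in partially resistant genotypes and of 5.29 (standard error 0.42, adjusted p = 1.43e-10) in susceptible genotypes. Germin-like proteins sit in the cell wall, where many produce hydrogen peroxide. At Bv7_160340_mpge, Germin-like protein Wageningen 1 with 3 gene models, the first model rose by 8.33 and 6.49 in the same order, and the others by 7.56 and 7.88 and by 5.74 and 5.01. COL3 (Bv6_151450_jnrj), a relative of the daylength regulator CONSTANS, changed by -3.78 and -3.99. Early flowering 4 (Bv2_024330_zeoj), a part of the plant clock, changed by -2.27 and -2.94. Of 14 WRKY genes, 9 rose and 5 did not pass in partially resistant genotypes (10 rose when adjusted over the list alone, camera adjusted p = 1.42e-08). The counts were the same in susceptible genotypes (camera adjusted p = 8.31e-12), and both calls held with an estimated correlation between the genes (adjusted p = 0.0431 and 0.0174). With voom weights 5 of the 14 WRKY genes were called in each level. Late embryogenesis abundant proteins, dehydrins among them, shield dry or stressed cells, and 2 and 3 of their 5 genes rose (camera adjusted p = 0.00676 and 0.0124, and 0.156 and 0.186 with an estimated correlation).
From 2 to 5 dpi genes of defence products were among the largest changes. Chalcone synthase 2 (Bv1u_021560_wmqt), the entry enzyme of flavonoid synthesis, rose by 6.98 in partially resistant (standard error 1.77, adjusted p = 0.00412) and 7.18 in susceptible genotypes. The gene of pathogenesis-related protein 10 (Bv2_038480_cfjg) rose by 5.78 in partially resistant genotypes. The ribosome-inactivating rRNA N-glycosidase Bv9_206760_padn rose by 8.84 in susceptible genotypes (standard error 1.12, adjusted p = 1.09e-06). A non-specific lipid-transfer protein (Bv5_117700_geht), of a family that coats and signals at the cell surface, changed by -5.56 in partially resistant genotypes. In partially resistant genotypes 1035 genes rose and 168 fell from 0 to 2 dpi, and 741 rose and 1055 fell from 2 to 5 dpi. In susceptible genotypes 871 rose and 117 fell, and then 976 rose and 1040 fell. With the values as deposited, 955 rose and 256 fell from 0 to 2 dpi in partially resistant genotypes, and 816 and 177 in susceptible ones. With voom weights 697 rose and 251 fell in the former, and 540 and 148 in the latter. Without the libraries labelled G1 5 dpi A and G3 5 dpi A, 1967 and 2315 genes changed in the later interval, and without all 4 libraries A of 5 dpi 2716 and 2490. The counts were 330 and 1715 without replicate B and 691 and 801 without replicate C, and 1046 in partially resistant genotypes with only the libraries of the comparison. Of 135 genes of ribosomal proteins, 2 rose and 1 fell from 2 to 5 dpi in partially resistant genotypes and 8 rose and 2 fell in susceptible genotypes (camera adjusted p = 7.09e-08 and 9.41e-09 for a small shift upward, and 0.527 and 0.496 with an estimated correlation).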

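Principal components set the roots apart by day and then by level. PC1 held 24.9% of the variance of the centred and unit-scaled log2 values. Day explained 77.0% of PC1 (permutation test over 36 libraries, p = 1e-05, the smallest that 100000 permutations can give) and level 0.389% (permutation p = 0.718). PC2 held 16.9% of the variance, with level at 66.9% of it (permutation p = 1e-05, again the smallest) and day at 3.72% (permutation p = 0.529). The permutations moved single libraries, while level belongs to whole breeding lines. The p-value of level on PC2 therefore does not exclude chance among the lines. All partially resistant libraries of 0 and 2 dpi lay below 0 on PC2 and all susceptible ones above. At 5 dpi the library labelled G1 5 dpi A was the only 1 of 6 above 0 and the library labelled G3 5 dpi A the only 1 of 6 below. Without this pair, level explained 91.6% of PC2. With values only centred and not scaled to unit variance, PC1 followed level (76.8%), while PC2 was explained by genotype (43.5%) and day (37.0%) and PC3 by day (46.6%).

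**Figure D1:**
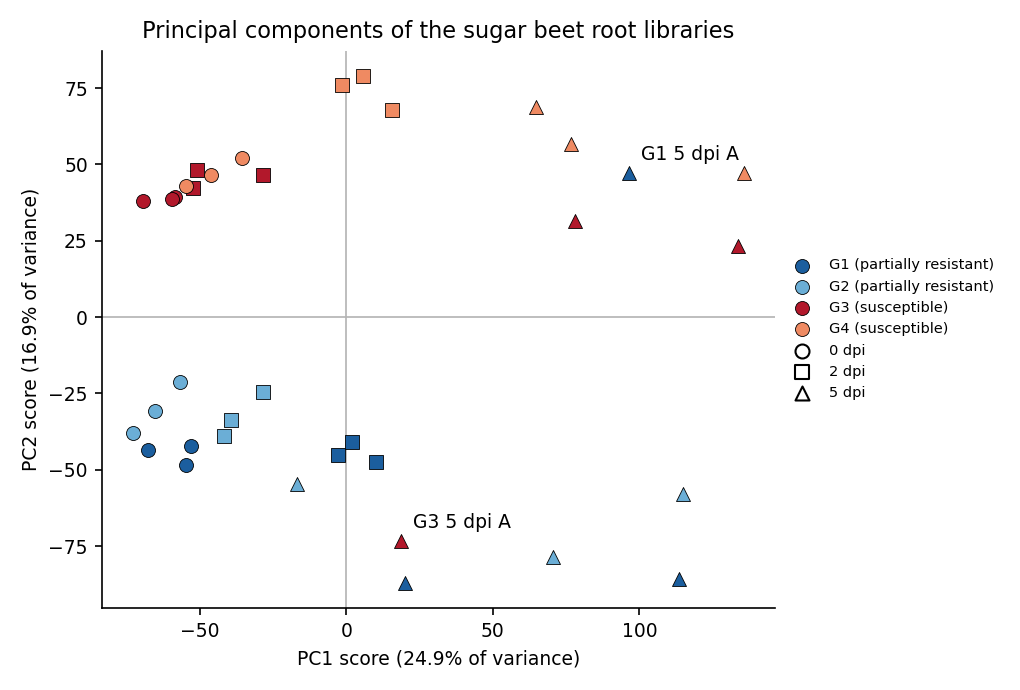
Scores of the 36 libraries on PC1 (24.9% of the variance) and PC2 (16.9%), coloured by genotype and shaped by day. Libraries of 0 dpi lie left, those of 5 dpi right, and the libraries labelled G1 5 dpi A and G3 5 dpi A lie on the side of the other level on PC2.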

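Breeding lines of 1 resistance level still carry different alleles, and each line had its own expression profile. *BvMLP1* (Bv7_162510_pymu) encodes a major latex protein-like protein, of a family that binds small hydrophobic ligands and responds to pathogens. Its scaled value at 0 dpi was 44.7 ± 4.08 in G1 and 108 ± 31.2 in G2, against 1728 ± 369 in G3 and 1172 ± 132 in G4 (SD, n = 3 each), so that its gap between the levels was far wider than that between sister lines. With a limma model of 4 genotypes and 3 days, 365 genes were higher and 285 lower in G1 than in G2 over all days. G3 and G4 differed more, with 954 higher and 963 lower in G3. Without the libraries labelled G1 5 dpi A and G3 5 dpi A these totals were 827 and 2056. The libraries labelled G2 5 dpi A and G4 5 dpi A also carried the markers of another line, and without all 4 libraries A of 5 dpi the totals were 992 and 2370. They were 207 and 1156 without replicate B, and 548 and 1254 without replicate C. Genotype explained 72.0% of PC2, a share that contains the 66.9% explained by level. It explained 47.5% of PC3, which held 11.5% of the variance and of which level explained 6.27%. Fusing G1 with G3 and G2 with G4 instead called 58 genes at 0 dpi and 125 at 2 dpi. Fusing G1 with G4 called 150 and 637, all fewer than the fusion by level on the same days.
Genes that set 1 genotype apart from the other 3 by more than 1 log2 unit at 0 and 2 dpi numbered 50 for G1, 68 for G2, 291 for G3 and 294 for G4. At 5 dpi, the libraries B and C of every genotype had 85.3% to 96.6% of the markers of their own genotype on that side. The library labelled G1 5 dpi A had 2.0% of the markers of G1 and 97.6% of those of G4. The libraries labelled G2 5 dpi A, G3 5 dpi A and G4 5 dpi A had 94.0% of the markers of G1, 97.1% of those of G2 and 90.0% of those of G3.

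**Figure D2:**
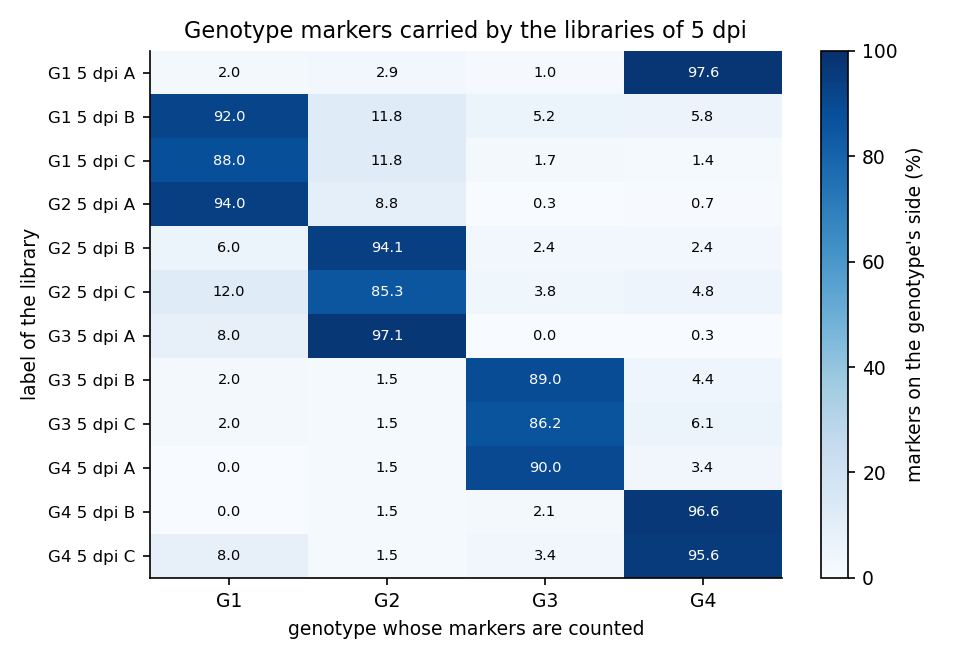
Percent of the markers of each genotype (columns) that lie on its side in each library of 5 dpi (rows, by label). Libraries B and C reach 85.3% to 96.6% for the genotype of their label, and the 4 libraries A reach 90.0% to 97.6% for another genotype.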

Data from the two partial resistant and the two susceptible genotypes were fused because no major source of variance was observed between them. This approach added statistical power to the tests of differential expression. Differential expression of the 16,768 genes was determined using a generalized linear model likelihood ratio test. 

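Many genes already differed between the levels before the fungus arrived. The gene Bv3_050730_iyqy resembles RPP13, an NBS-LRR receptor that detects pathogens, and was lower in partially resistant genotypes at 0 dpi by a log2 fold change of -7.35 (standard error 1.22, limma adjusted p = 6.34e-05). It stayed lower at 2 dpi (-7.59) and at 5 dpi (-5.24, and -8.14 in 34 libraries). Lipoxygenases make the first step toward jasmonate, a hormone of wound and pathogen defence. The lipoxygenase genes Bv6_150610_hxeu and Bv7_173220_nprf were higher by 2.13 (standard error 0.31, adjusted p = 1.04e-05) and 2.25 (standard error 0.32, adjusted p = 7.62e-06) at 0 dpi. Of 28 lipoxygenase and jasmonate genes, 5 were higher, none was lower and 23 did not pass at 0 dpi (5 when adjusted over the list alone, camera adjusted p = 0.00308, and 0.675 with an estimated correlation). Of 12 tubulin genes, which build the microtubules of the cell skeleton, 2 were lower at 0 dpi and 1 at 2 dpi (camera adjusted p = 0.0467 and 0.0439, 0.821 on both days with an estimated correlation, and 0.0678 and 0.0644 in 34 libraries). At 2 dpi a vacuolar processing enzyme gene (Bv2_034200_kiet), of a protease family that acts in cell death, was lower by -8.23 (standard error 1.02, adjusted p = 1.18e-06). Aminoadipic semialdehyde synthase (Bv8_195420_onoy), which breaks down lysine, was higher by 8.73. Of 21 photosynthesis genes 1 was higher and 5 were lower at 2 dpi (camera adjusted p = 0.0341, and 0.828 with an estimated correlation). With voom weights 2 of the 21 were called. At 5 dpi a gene of a jasmonate-induced protein (Bv5_093580_quxe) was lower by -3.93 (standard error 0.97, adjusted p = 0.00894), and by -3.92 in 34 libraries. This call and that of Bv3_050730_iyqy at 5 dpi ended with voom weights, with genotype as a random block, with only the libraries of the comparison, and without replicate B, replicate C or G2. The former also ended without replicate A and the latter without G4. Apart from leaving out replicate A, these settings kept the libraries labelled G1 5 dpi A and G3 5 dpi A.
In total, 568 genes were higher and 524 lower in partially resistant genotypes at 0 dpi, 746 and 720 at 2 dpi, and 555 and 438 at 5 dpi. The totals at 0 and 2 dpi were 543 and 766 without replicate B and 498 and 656 without replicate C. They were 746 and 970 with genotype as a random block, and 1660 and 2120 with a model of 4 genotypes and 3 days. In 34 libraries the counts at 5 dpi were 1225 and 1184, and they held 991 of the 993 genes called with all libraries. Leaving out the library labelled G1 5 dpi A alone gave 1663 genes at 5 dpi, and leaving out the library labelled G3 5 dpi A alone gave 1761. With genotype as a random block within the level, 5 genes were called at 5 dpi. That model used the genotype labels as given, also for the libraries A of 5 dpi, which carried the markers of another genotype.

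**Figure D3:**
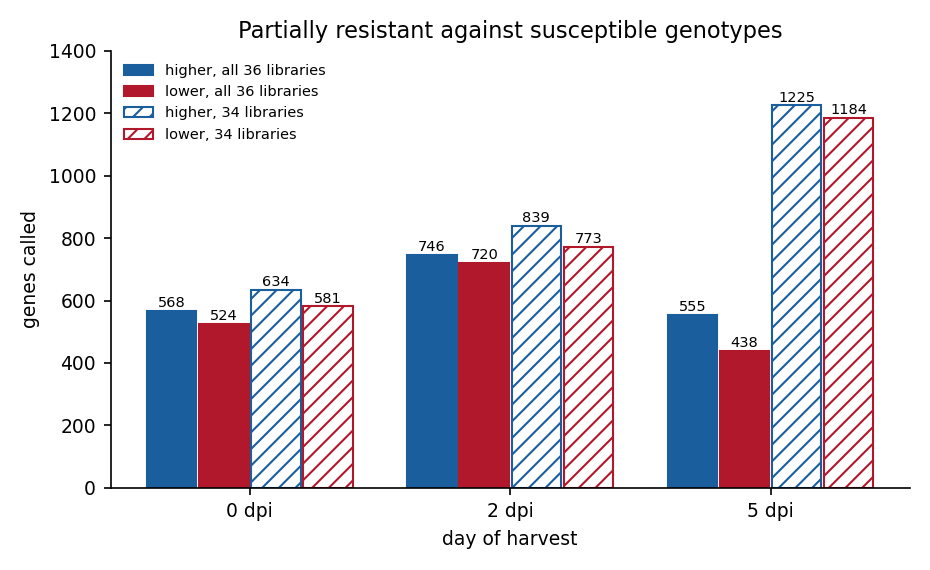
Number of genes called higher and lower in partially resistant than in susceptible genotypes on each day. Filled bars use all 36 libraries and hatched bars the 34 without those labelled G1 5 dpi A and G3 5 dpi A, where the 5 dpi counts are 1225 and 1184.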

During the time-course from day zero to 5 dpi, an overall increase of transcriptionally affected genes was found in partially resistant compared to susceptible genotypes (Fig. 1a). Gene ontology (GO) enrichment analysis did not find biological processes related to biotic stress over-represented in the list of genes up-regulated at 5 dpi (718) or those shared at 2 and 5 dpi (201). In contrast, 11 genes annotated as response to stress (GO term GO:0006950) were identified among the 217 transcripts up-regulated at the earlier time-point (2 dpi). 

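With all 36 libraries, no gene of 3 defence families was called higher in partially resistant genotypes at 5 dpi. Chitinases and beta-1,3-glucanases cut the fungal cell wall, and none of their 22 genes was called by limma (5 at an unadjusted p under 0.05, none with voom weights, camera adjusted p = 0.38). The same held for 13 genes of PR-1, PR-5 and other pathogenesis-related proteins (3 at an unadjusted p under 0.05, 1 called with voom weights, camera adjusted p = 0.485). Class III peroxidases stiffen the cell wall and make reactive oxygen, and 3 of their 34 genes were lower, none was higher and 31 did not pass (3 lower when adjusted over the list alone, camera adjusted p = 0.415). These were Bv7_156750_ydsn (-1.71), Bv7_156760_phsn (-1.81) and Bv8u_204300_fwfj (-2.13), and all 3 calls ended with voom weights. A polygalacturonase-inhibiting protein (Bv3_062460_pkjc), which blocks fungal enzymes that digest pectin, was higher by a log2 fold change of 1.78 (standard error 0.55, adjusted p = 0.0287), and by 2.44 in 34 libraries. The RPM1-like resistance gene Bv_30100_ckua was higher by 4.80 (standard error 1.44, adjusted p = 0.0253), and by 5.95 in 34 libraries. The calls of these 5 genes ended with genotype as a random block, with only the libraries of the comparison, without replicate B, without replicate C, and without G2 or G4. Those of the first 2 peroxidases also ended without G3, and those of the latter 2 genes without G1. Of these settings, only those without G1 or G3 left out a library of the pair labelled G1 5 dpi A and G3 5 dpi A. Ribosomal protein genes shifted slightly downward at this day (camera adjusted p = 0.00308, and 0.827 with an estimated correlation). In all, 257 genes were higher at 5 dpi only and 72 at 2 and 5 dpi but not at 0 dpi. In 34 libraries these counts were 643 and 173, and of the chitinases and glucanases 1 was then higher and 5 lower, of the pathogenesis-related proteins 1 was higher and 1 lower, and of the class III peroxidases 1 was higher and 6 lower. With genotype as a random block, with only the libraries of the comparison, and without replicate B or C, limma left no gene in either count (211 and 38 with voom weights on all libraries). Gene ontology terms were not analysed here.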

Genes in this group were Bv1_007570_oxfa (abscisic stress-ripening (ASR) protein), Bv1_013700_wnij (peroxidase), Bv2_026070_scpc (unknown), Bv4_088600_cumk (NBS-LRR-type resistance protein), Bv7_178870_rzzu (peroxidase), Bv7_179080_rdtw (cationic peroxidase), Bv8u_204980_frqg (BED finger-NBS-LRR resistance protein), Bv9_206760_padn (rRNA N-glycosidase), Bv_25520_psek (peroxidase), Bv_44840_iifo (NBS-LRR-type resistance protein) and Bv2_039610_pxtp (unknown). 

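These genes serve several arms of stress defence: peroxidases act on cell walls and reactive oxygen, ASR proteins protect dehydrated cells, and rRNA N-glycosidases inactivate ribosomes. All 12 gene models of these 11 genes had a higher mean in partially resistant genotypes at 2 dpi, with log2 fold changes from 0.80 to 2.54, and 3 were called by limma. The gene Bv2_039610_pxtp, annotated as a predicted protein, had scaled values of 2034 ± 927 in partially resistant and 550 ± 314 in susceptible genotypes (SD, n = 6), a log2 fold change of 1.95 (standard error 0.35, adjusted p = 0.000145). The peroxidase Bv1_013700_wnij had 991 ± 784 against 261 ± 115 (SD, n = 6), a change of 1.61 (standard error 0.45, adjusted p = 0.0128). The third called gene was the NBS-LRR gene Bv_44840_iifo. The peroxidases Bv7_178870_rzzu (1.63, adjusted p = 0.0956) and Bv7_179080_rdtw (1.47, adjusted p = 0.092), the rRNA N-glycosidase Bv9_206760_padn (2.54, adjusted p = 0.115) and the ASR gene Bv1_007570_oxfa (0.80, adjusted p = 0.144) did not pass. The spread among 6 libraries was wide, and the ASR gene had 21750 ± 16118 against 10028 ± 3175 (SD, n = 6). Without G1 the change of Bv1_013700_wnij was 0.57 and it was not called. The genes higher at 2 dpi only numbered 265, and 195 in 34 libraries. They numbered 122 without replicate A, 160 without replicate C and 124 without G1, but 647 without G2 and 551 without a fold threshold.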

The data suggest an early effect of three resistance-like genes to *R. solani* infection. They are Bv_44840_iifo, Bv4_088600_cumk and Bv8u_204980_frqg and located on chromosome 3, 4 and 8, respectively. These genes, encoding nucleotide-binding site and leucine-rich repeat (NBS-LRR) domains, were not significantly elevated at 5 dpi.

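NBS-LRR proteins are intracellular receptors that recognise pathogen effectors and start a local defence. Bv_44840_iifo had scaled values of 289 ± 135 in partially resistant and 127 ± 63.0 in susceptible genotypes at 2 dpi (SD, n = 6). Its log2 fold change was 1.16 (standard error 0.36, limma adjusted p = 0.023). Bv4_088600_cumk has a pair of gene models. At Bv4g002641 the values were 344 ± 210 and 83.9 ± 24.4 (SD, n = 6), with all 6 partially resistant libraries above all 6 susceptible ones, and the change of 1.82 did not pass (standard error 1.15, adjusted p = 0.283). At Bv4g002644 the change was 0.87 (standard error 0.56, adjusted p = 0.289). Bv8u_204980_frqg, with a BED zinc finger, had 711 ± 623 against 199 ± 117 (SD, n = 6), a change of 1.71 (standard error 0.63, adjusted p = 0.0563), and was called in 34 libraries, whose smaller spread enters every comparison. In the deposited annotation Bv_44840_iifo lies on the unplaced scaffold 0278.scaffold00729 from 621 to 5151. The models of Bv4_088600_cumk lie on chromosome 4 (Bvchr4.sca016, 2371280 to 2374981 and 2403661 to 2407308). Bv8u_204980_frqg lies on chromosome 8 (Bvchr8_un.sca003, 1038052 to 1046439). Of 73 NBS-LRR genes, 7 were higher, 7 were lower and 59 did not pass at 2 dpi (11 higher and 7 lower when adjusted over the list alone, camera adjusted p = 0.893). Bv_44840_iifo was not called without G1 (0.58) or without G4 (0.72), with voom weights, with genotype as a random block, or with any 1 replicate letter left out.

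**Figure D4:**
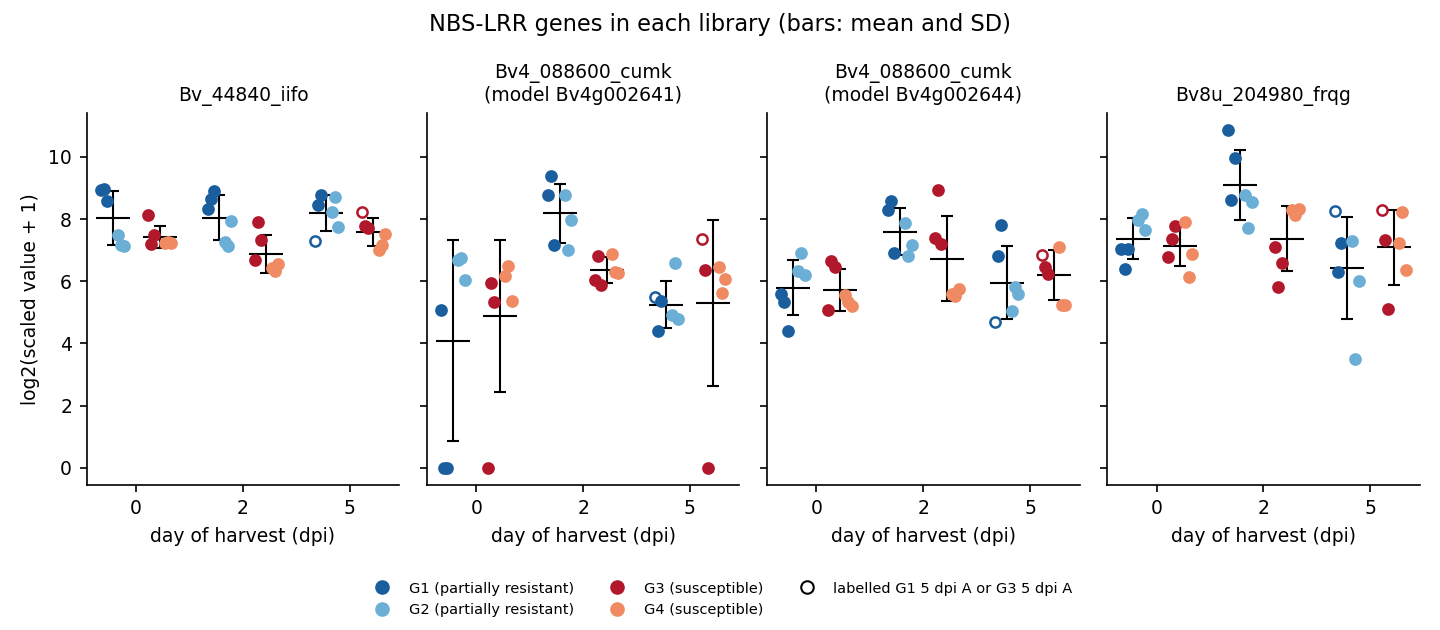
Log2(scaled value + 1) of the NBS-LRR gene models in each of the 36 libraries by day, coloured by genotype, with mean and SD over 6 libraries per level. Open circles are the libraries labelled G1 5 dpi A and G3 5 dpi A, and at 2 dpi only the model Bv4g002641 has its 6 partially resistant libraries all above the 6 susceptible ones.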

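At 5 dpi none of these receptor genes differed between the levels past the threshold. Bv_44840_iifo then had scaled values of 312 ± 112 against 197 ± 61.9 (SD, n = 6), a log2 fold change of 0.63 (standard error 0.36, limma adjusted p = 0.241), and of 0.94 in 34 libraries, which did not pass. The models of Bv4_088600_cumk had changes of -0.06 (adjusted p = 0.98) and -0.23 (adjusted p = 0.818). Bv8u_204980_frqg had -0.66 (standard error 0.63, adjusted p = 0.518), and -0.78 in 34 libraries. Over time, a part of the NBS-LRR family rose in both levels. Of its 73 genes, 14 rose and none fell from 0 to 2 dpi in partially resistant genotypes (16 when adjusted over the list alone, camera adjusted p = 0.00322). In susceptible genotypes 15 rose and 1 fell (16 and 1 when adjusted over the list alone, camera adjusted p = 0.000146). The RPS2-like gene Bv7_171650_qqtf rose by 4.89 in partially resistant genotypes (standard error 0.52, adjusted p = 1.95e-08). From 2 to 5 dpi 3 rose and 10 fell in partially resistant genotypes (camera adjusted p = 0.0376). With an estimated correlation these 3 set tests gave adjusted p = 0.443, 0.156 and 0.576.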

**Fig. 1:**
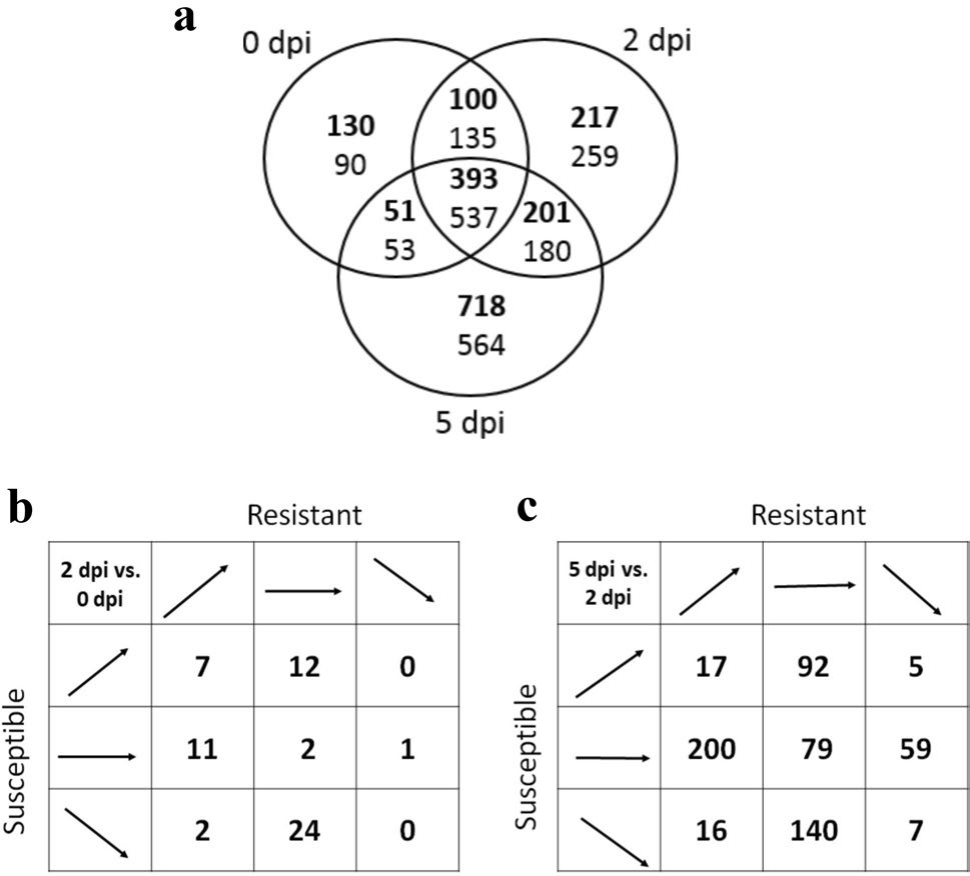
Differentially expressed sugar beet genes. **a** Partially resistant and susceptible genotypes were compared at three time points; 0, 2, and 5 days post-inoculation (dpi) with *R. solani*. Bold numbers represent up-regulated genes and numbers in regular text are down-regulated genes in partially resistant genotypes. The edgeR package (Robinson et al. 2010) was used for the analysis with absolute log2 fold change > 1 and false discovery rate < 0.05. **b** Significantly differentially expressed sugar beet genes comparing genotypes and time points. 2 dpi is compared with 0 dpi, a total of 59 genes, **c** 5 dpi is compared with 2 dpi, a total of 615 genes. Arrows indicate significant up- or down-regulation or no significant differential expression between time-points. The analysis was done using the R package edgeR (McCarthy et al. 2012) with absolute log2 fold change > 1 and false discovery rate < 0.05 settings

### Major latex protein-like protein encoding genes are activated in response to *R. solani* infection

To further clarify the influence of the infection-time component, a statistical test was performed to identify interaction effects between genotype and time after inoculation. In total, 660 genes were significantly different (false discovery rate (FDR) < 0.05) between partially resistant and susceptible genotypes in their response to *R. solani* inoculation (Fig. S2) Next, this set of genes was divided into functional groups using eukaryotic orthologous group (KOG) assignments. 

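A few genes changed differently over time in the 2 levels, and single genes of vesicle traffic and calcium signalling were among them. VAMP 7C (Bv2_031370_ydmx) helps vesicles fuse with membranes, and its change from 2 to 5 dpi was greater in partially resistant genotypes by a log2 fold change of 1.46 (standard error 0.20, limma adjusted p = 0.000464). A calmodulin binding protein (Bv7_159190_ccnp), of a kind that passes on calcium signals, went the other way by -1.63 (standard error 0.33, adjusted p = 0.0228). The BvcDNA-205 protein gene (Bv9_223920_uajm) had -2.82 (standard error 0.62, adjusted p = 0.0394), and a retrotransposon polyprotein gene (Bv_05330_xism) 2.49. The call of VAMP 7C ended without replicate B, replicate C or G1. Those of the other 3 genes ended there too, and with only the libraries of the comparison, without replicate A and without G3. The call of Bv7_159190_ccnp also ended without G4, that of Bv9_223920_uajm without G4 and with voom weights, and that of Bv_05330_xism with voom weights. Histone and cell division genes shifted upward from 2 to 5 dpi in partially resistant against susceptible genotypes, with none of 65 called (7 at an unadjusted p under 0.05, none with voom weights, camera adjusted p = 0.000153, and 0.659 with an estimated correlation). Cyclin B1-3 (Bv4_074310_naky), which drives mitosis, fell by 2.32 on the log2 scale in susceptible genotypes. Over both intervals 21 genes were called, and 346 in 34 libraries. Leaving out the library labelled G3 5 dpi A alone gave 56.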

Out of the 660 genes, only 4 genes were assigned to defense mechanisms not seen in the GO enrichment analysis. 

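Several of the genes listed in Table S3 handle sugars for wall and starch. Sucrose synthase splits sucrose and feeds cellulose synthesis, and its genes Bv7_164110_jmqz and Bv7_164120_zexd fell from 2 to 5 dpi in susceptible genotypes, by 1.74 (standard error 0.53, limma adjusted p = 0.0112) and 2.4 (standard error 0.52, adjusted p = 0.000756) on the log2 scale. In partially resistant genotypes their changes were 0.12 and -0.83, which did not pass. The late interactions were 1.86 (standard error 0.74, adjusted p = 0.28) and 1.57 (standard error 0.74, adjusted p = 0.362), and in 34 libraries 2.72 and 2.54, which were called. The starch synthase II gene Bv_07190_cftk rose by 1.45 in partially resistant genotypes (standard error 0.48, adjusted p = 0.0225), with a late interaction of 0.84 (adjusted p = 0.618) and of 1.85 in 34 libraries, also called. A CXE carboxylesterase (Bv3u_069830_hfde), of a family that cleaves esters, rose by 2.26 in susceptible genotypes (standard error 0.37, adjusted p = 2.63e-05). Its late interaction was -1.43 (adjusted p = 0.231). Of the 13 genes of Table S3, 10 had a positive and 3 a negative late interaction, from -1.48 to 1.86, and none passed by limma or voom (9 at an unadjusted p under 0.05, adjusted p from 0.211 to 0.726). In 34 libraries 7 were called higher and 1 lower.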

Nine genes were annotated as cell wall-related genes (Table S3).

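Several germin-like and WRKY genes rose early in both levels. The glutathione S-transferase gene Bv_37860_igiq, whose enzyme class disarms toxic and oxidised compounds, rose by a log2 fold change of 5.89 (standard error 0.67) in both. No gene was called for an early interaction by limma, where 653 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.498. With voom weights none was called either. In 34 libraries 2 were called. As a set, 28 lipoxygenase and jasmonate genes shifted downward in the early interaction with none called by limma or voom (1 at an unadjusted p under 0.05, camera adjusted p = 0.022, and 0.827 with an estimated correlation). For the late interaction 13 genes were called higher and 8 lower, with 2163 genes at an unadjusted p under 0.05. Of these 21, 6 rose in partially resistant genotypes without a call in susceptible ones, 5 rose and 4 fell only in susceptible genotypes, 2 fell in partially resistant and rose in susceptible genotypes, and 4 had no call in either. In 34 libraries 228 were higher and 117 lower, 20 of the 21 among them. Of 34 class III peroxidases, which crosslink the wall, 1 was called higher when adjusted over the list alone, while the set shifted downward (camera adjusted p = 0.0341, and 0.576 with an estimated correlation).

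**Figure D5:**
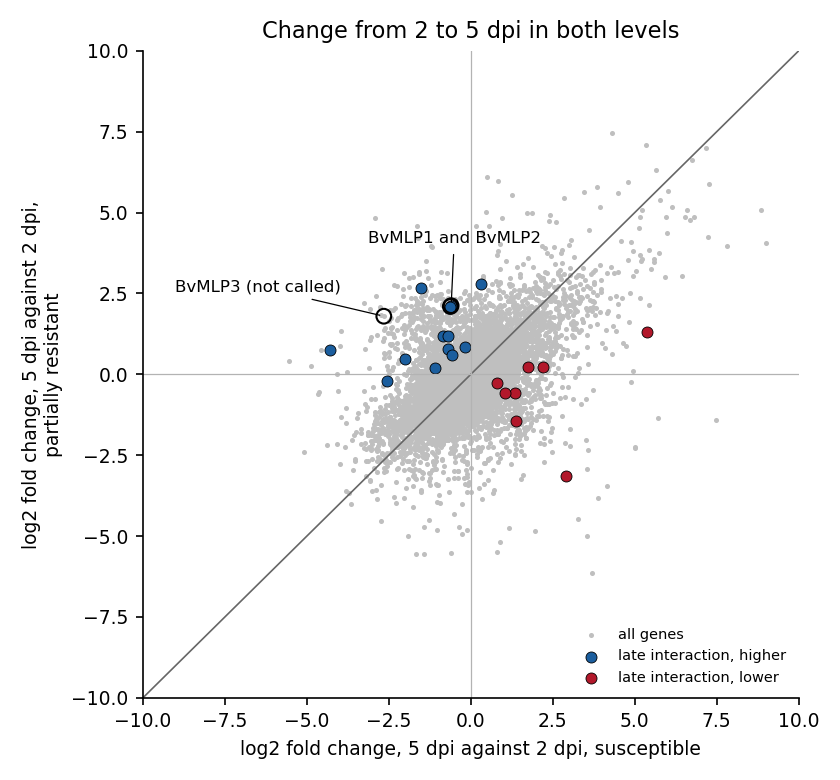
Log2 fold change of each gene from 2 to 5 dpi in susceptible (x axis) and partially resistant genotypes (y axis), with the line of equal change. The 13 genes with a higher and 8 with a lower late interaction are coloured, BvMLP1 and BvMLP2 among the former, and BvMLP3 was not called with all 36 libraries.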

Early in the infection process (2 dpi vs. 0 dpi) 59 genes showed a significant differential response in partially resistant compared to susceptible genotypes (Fig. 1b), while the number increased at the later comparison (5 dpi vs. 2 dpi) to 615 (Fig. 1c). 

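Some genes of oxidation and detoxification rose from 0 to 2 dpi in both levels. The class III peroxidase gene Bv7_156790_ozmt rose from 0 to 2 dpi by a log2 fold change of 3.69 (standard error 0.74, limma adjusted p = 0.000529) in partially resistant genotypes and 2.77 (standard error 0.74, adjusted p = 0.0108) in susceptible ones. The peroxidase gene prx12 (Bv3_051390_qdzu) rose by 2.6 and 2.59. Bv9_214250_yxox, annotated as a bacterial-induced peroxidase, rose by 2.67 in partially resistant genotypes. In all, 3 and 2 of 34 class III peroxidase genes rose (6 and 4 at an unadjusted p under 0.05, none with voom weights, camera adjusted p = 0.25 and 0.981). Of 27 glutathione S-transferase genes, 8 rose and none fell in partially resistant genotypes (9 when adjusted over the list alone, camera adjusted p = 0.00183). In susceptible genotypes 9 rose (9 when adjusted over the list alone, camera adjusted p = 0.000587), and with an estimated correlation the set tests gave 0.792 and 0.689. With voom weights 2 and 3 of the 27 were called. From 2 to 5 dpi 8 and 14 of them rose (camera adjusted p = 0.0487 and 0.00308, and 0.859 and 0.821 with an estimated correlation). For the difference between the levels in the early response, none of 34 peroxidase genes passed in limma or with voom weights (0 at an unadjusted p under 0.05, camera adjusted p = 0.0665). The same held for the 27 glutathione S-transferases (2 at an unadjusted p under 0.05, camera adjusted p = 0.952) and 29 cytochrome P450 genes (2 at an unadjusted p under 0.05, camera adjusted p = 0.341).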

GO enrichment analysis showed that oxidation–reduction process (GO:0055114) genes were enriched at 2 dpi (Table S4). 

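Several genes that digest or build cell walls changed late in the susceptible roots. Chitinases cut the chitin of fungal walls, and the chitinase gene Bv8_194000_ancf rose from 1554 ± 850 at 2 dpi to 23977 ± 27572 at 5 dpi in susceptible genotypes (scaled values, SD, n = 6), a log2 fold change of 3.25 (standard error 0.66, limma adjusted p = 0.000344). Its late interaction was -2.57 (adjusted p = 0.229), and -3.27 in 34 libraries, which was called. The class IV chitinase gene Bv8_193950_dfhu had a late interaction of -2.05 (standard error 0.86, adjusted p = 0.299), and -2.99 in 34 libraries. A beta-glucan-binding protein gene (Bv2_026810_ifdq), whose product recognises fungal glucans, had -1.39 (standard error 0.44, adjusted p = 0.168), and -1.82 in 34 libraries. The cellulose synthase gene Bv2_029970_nihk fell by 2.75 on the log2 scale in susceptible genotypes (standard error 0.97, adjusted p = 0.0283), with a late interaction of 1.02 (adjusted p = 0.787). A second cellulose synthase (Bv3_057720_dtna) had a late interaction of -1.36 (adjusted p = 0.471). Of these genes and Bv5u_122280_kusm, 6 in all in Table S6, none passed for the late interaction by limma or voom (4 at an unadjusted p under 0.05) and 4 were called lower in 34 libraries. Cellulose synthase genes as a set fell from 2 to 5 dpi in susceptible genotypes, with 3 of 8 lower (1 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.0364, and 0.549 with an estimated correlation).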

At 5 dpi, 19 GO groups were enriched including cell wall macromolecule catabolic process (GO:0016998), cellulose biosynthetic process (GO:0030244) and response to biotic stimulus (GO:0009607) (Table S5). 

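Major latex protein-like genes belong to the Bet v I family, small proteins with a pocket for hydrophobic ligands, to which pathogenesis-related proteins 10 also belong. In the deposited annotation, *BvMLP1* (Bv7_162510_pymu, model Bv7g001141) lies on chromosome 7 (Bvchr7.sca004, 2219049 to 2219997). *BvMLP2* (Bv7_162520_etow, model Bv7g001144) lies close to it on the same scaffold, from 2244249 to 2246786. *BvMLP3* (Bv_27270_xeas) lies on scaffold 0127.scaffold00397, which the deposited annotation places on no chromosome. It has a pair of models, Bv_un_g007301 from 360373 to 364909 and Bv_un_g007300 from 353953 to 359899, and the values given for *BvMLP3* are those of the former, which had the larger scores in susceptible genotypes. The second model was lower in partially resistant genotypes at 0 dpi by a log2 fold change of -3.2 (standard error 0.73, limma adjusted p = 0.00263), and at 2 dpi by -2.0, which did not pass (adjusted p = 0.0568). Its scaled values in partially resistant genotypes were 149 ± 127 at 2 dpi and 138 ± 66.6 at 5 dpi (SD, n = 6). A higher mean at 5 dpi than at 2 dpi was thus seen in Bv_un_g007301 only.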

In the latter GO group the three genes Bv7_162510_pymu, Bv7_162520_etow, and Bv_27270_xeas on chromosome 7 and 8, were annotated as major latex protein-like encoding genes (Table S6). Elevated levels of these three *MLP* genes, denoted as *BvMLP1*, *BvMLP2* and *BvMLP3*, were found in the partially resistant genotypes after 5 days of fungal challenge (Fig. S4). 

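The 3 *BvMLP* genes were far less expressed in partially resistant than in susceptible roots before inoculation, and the first 2 rose toward them by 5 dpi. *BvMLP1* was 76.6 ± 40.1, 117 ± 39.0 and 660 ± 457 at 0, 2 and 5 dpi in partially resistant genotypes and 1450 ± 392, 1295 ± 200 and 954 ± 432 in susceptible ones (scaled values, SD, n = 6). *BvMLP2* was 160 ± 73.5, 223 ± 60.6 and 1152 ± 702 against 1904 ± 491, 1849 ± 363 and 1260 ± 442 (SD, n = 6). *BvMLP3* was 120 ± 45.8, 115 ± 20.5 and 1601 ± 3376 against 13473 ± 5360, 32537 ± 10805 and 11303 ± 9424 (SD, n = 6). Without the library labelled G1 5 dpi A, its mean in partially resistant genotypes at 5 dpi was 224 ± 78.9 (SD, n = 5). Between the levels, the log2 fold changes of *BvMLP1* were -4.34 (standard error 0.43, limma adjusted p = 9.58e-08), -3.50 (adjusted p = 1.07e-06) and -0.78 (adjusted p = 0.227) on the 3 days. Those of *BvMLP2* were -3.69, -3.06 and -0.34 (adjusted p = 0.585 at 5 dpi). Those of *BvMLP3* were -6.78, -8.09 and -3.64 (standard error 0.90, adjusted p = 0.00926 at 5 dpi). The last call ended with genotype as a random block, with only the libraries of the comparison, and without replicate B, replicate C, G2 or G4. Each of these settings kept the libraries labelled G1 5 dpi A and G3 5 dpi A, which lay with the other level. As a list, 5 of 7 gene models of this family were lower at 0 dpi (camera adjusted p = 6.23e-07, and 0.0174 with an estimated correlation) and 3 at 2 dpi (4 when adjusted over the list alone, camera adjusted p = 6.77e-05, and 0.0584 with an estimated correlation). The 7 include *BvMLP1*, *BvMLP2* and the pair of *BvMLP3* models, so the list largely repeats the genes above.
From 2 to 5 dpi *BvMLP1* rose in partially resistant genotypes by 2.12 (standard error 0.43, adjusted p = 0.000668) and *BvMLP2* by 2.09 (standard error 0.37, adjusted p = 0.00021). In each, 5 of 6 libraries at 5 dpi lay above all 6 of 2 dpi (two-sided exact permutation test, p = 0.00649 and 0.00433). Without the library labelled G1 5 dpi A the rises were 1.86 and 1.92, with 4 of 5 libraries above (exact permutation p = 0.00866 and 0.00433). *BvMLP3* changed by 1.8 and did not pass limma (standard error 0.90, adjusted p = 0.136), although all 6 libraries lay above those of 2 dpi (exact permutation p = 0.00216, the smallest this test can give). In susceptible genotypes *BvMLP3* fell by 2.65 (standard error 0.90, adjusted p = 0.0236), while *BvMLP1* (-0.60) and *BvMLP2* (-0.62) did not pass. The fall of *BvMLP3* was 1.39 and not called without the library labelled G3 5 dpi A alone, and 1.39 and called in 34 libraries. Its call also ended with only the libraries of the comparison and without replicate B or C. The late interaction was 2.72 for *BvMLP1* (standard error 0.61, adjusted p = 0.0424), 2.72 for *BvMLP2* (standard error 0.53, adjusted p = 0.0182) and 4.45 for *BvMLP3* (standard error 1.28, adjusted p = 0.126). In 34 libraries it was 2.17, 2.32 and 2.3, and all 3 genes were called. There *BvMLP1* was lower at 5 dpi by -1.33, which was called, and *BvMLP3* by -5.79. The difference of *BvMLP1* was not called without all 4 libraries A of 5 dpi or without replicate A (-0.91 each), nor without the library labelled G1 5 dpi A (-1.04) or G3 5 dpi A (-1.07) alone. Without the library labelled G1 5 dpi A alone *BvMLP1* lost its late call (2.46), as it did without replicate A (2.36). The late calls of *BvMLP1* and *BvMLP2* both ended with voom weights, with only the libraries of the comparison, and without replicate B, replicate C, G1, G3 or G4. The paper takes these genes from the enriched group of response to biotic stimulus among the genes with a late interaction, and states that their levels rose in the partially resistant genotypes after fungal challenge.

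**Figure D6:**
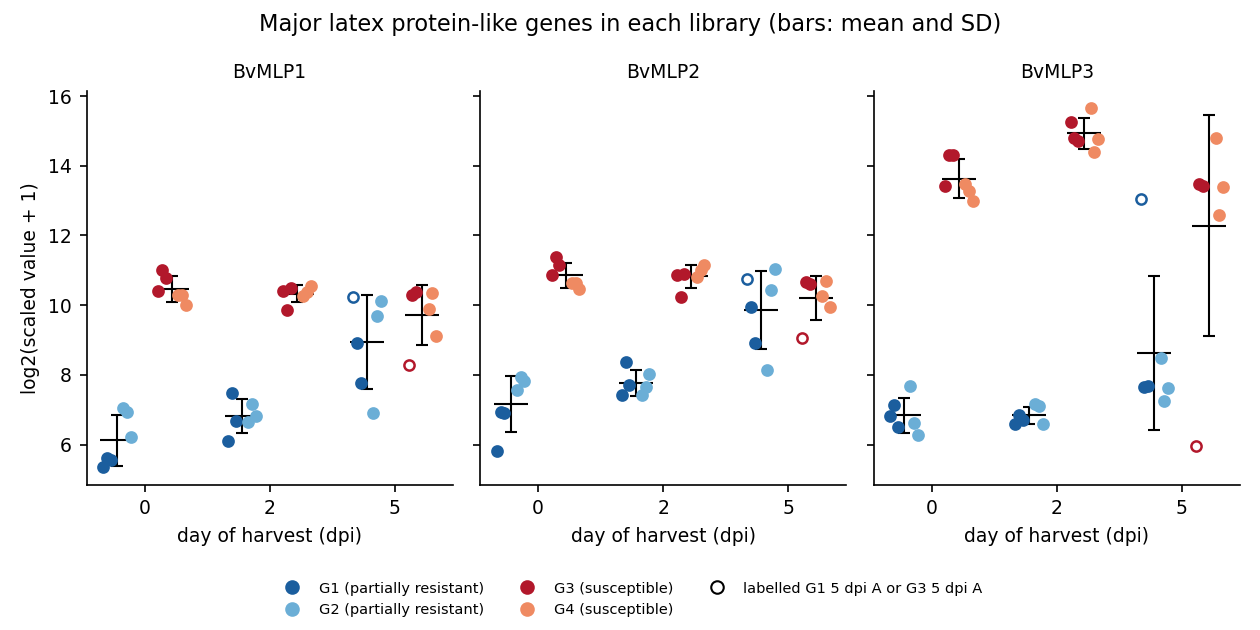
Log2(scaled value + 1) of BvMLP1, BvMLP2 and BvMLP3 in each of the 36 libraries by day, coloured by genotype, with mean and SD over 6 libraries per level. Partially resistant libraries lie below the susceptible ones at 0 and 2 dpi, and open circles are the libraries labelled G1 5 dpi A and G3 5 dpi A, the highest and lowest of their groups for BvMLP3 at 5 dpi.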

We further constructed a weighted gene co-expression network (Langfelder and Horvath 2008, 2012). A clustering of the weighted correlation network resulted in 48 modules with highly co-expressed genes (Table S7). GO enrichment analysis was performed on the genes with high correlation to each module (Data set S1). Modules 3, 4, 5, 18, 23 and 30 contained an over-representation of genes annotated as biotic stress-related genes, whereas cell wall-related genes were enriched in modules 1, 41 and 47. Out of these two main categories, only module 5 contained significantly differentially expressed biotic stress-related genes in the partially resistant genotypes in response to *R. solani*. Again, the same three *BvMLP* genes as in the GO enrichment analysis were identified.

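*BvMLP1* and *BvMLP2* were closely correlated within each level, and *BvMLP3* followed them less closely. Correlations were computed within each level over 18 libraries, because the levels form separate clusters. They cover 12 relations among the *BvMLP* genes and a gene described as a flavonoid *O*-methyltransferase, Bv9_219140_rxed. Between *BvMLP1* and *BvMLP2* Pearson's r was 0.974 in partially resistant and 0.973 in susceptible genotypes (Spearman's rho 0.909 and 0.936, permutation p = 1e-05 for r, the smallest that the permutations can give, and 6e-05 after Benjamini-Hochberg adjustment). It was 0.955 and 0.94 without the 2 libraries farthest from the median. *BvMLP1* and *BvMLP3* had r = 0.605 and 0.747 (rho 0.67 and 0.271, adjusted permutation p = 0.0112 and 0.0241). Without the 2 farthest libraries these fell to 0.429 and 0.052, so the relation in the susceptible level rests on those libraries. In partially resistant genotypes rho was 0.608 without the library labelled G1 5 dpi A. *BvMLP2* and *BvMLP3* had r = 0.547 and 0.749 (rho 0.54 and 0.385, adjusted permutation p = 0.0238 and 0.0204), and 0.367 and 0.195 without the 2 farthest. In 34 libraries *BvMLP1* and *BvMLP3* had r = 0.477 and 0.18. With the authors' network power of 12 on all 36 libraries, *BvMLP3* ranked 52 of 16767 genes by topological overlap with *BvMLP1* (0.278) and *BvMLP2* ranked 279 (0.118).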

In addition to *MLPs*, differentially expressed genes in module 5 included a MYB46 transcription factor (TF), a plant disease resistance response protein (DRR206) and a flavonoid *O*-methyltransferase protein, which are known to be involved in various stress response processes (Fig. 2). 

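Flavonoid *O*-methyltransferases add methyl groups to flavonoids, a step that makes antimicrobial compounds. The text of the paper gives no identifier for its gene, and Bv9_219140_rxed was taken by its protein description, so it may not be the gene of module 5. The gene Bv9_219140_rxed (model Bv9g003152) lies on chromosome 9 (Bvchr9.sca025, 2385492 to 2387173) and was lower in partially resistant than in susceptible genotypes on all 3 days. Its scaled values were 22.4 ± 45.6, 30.5 ± 43.8 and 217 ± 530 against 564 ± 406, 497 ± 83.7 and 229 ± 227 at 0, 2 and 5 dpi (SD, n = 6). Without the library labelled G1 5 dpi A, the mean in partially resistant genotypes at 5 dpi was 0.404 ± 0.554 (SD, n = 5). The log2 fold changes between the levels were -5.94 (standard error 1.47, limma adjusted p = 0.00531), -5.92 (adjusted p = 0.00477) and -4.39 (adjusted p = 0.0436). In 34 libraries the last was -7.33. All 3 calls ended with voom weights and without replicate C. That of 0 dpi also ended without G4, that of 2 dpi without replicate B or G1, and that of 5 dpi with a pseudocount of 5, with genotype as a random block, with only the libraries of the comparison, and without replicate B, G2 or G4. The settings that ended the call of 5 dpi all kept the libraries labelled G1 5 dpi A and G3 5 dpi A. The late interaction of Bv9_219140_rxed was 1.54 and did not pass (standard error 2.07, adjusted p = 0.789). With *BvMLP3* it correlated at r = 0.463 in partially resistant and 0.894 in susceptible genotypes (rho -0.39 and 0.385, permutation p = 0.0763 and 0.0112 after Benjamini-Hochberg adjustment over 12 relations). Without the 2 libraries farthest from the median r was -0.455 and 0.367, so the relation rests on them. With *BvMLP1* r was 0.076 and 0.646, and with *BvMLP2* 0.053 and 0.662. Without the libraries labelled G1 5 dpi A and G3 5 dpi A these were -0.358 and -0.18 with *BvMLP1* and -0.335 and -0.03 with *BvMLP2*, so the signs rest on single libraries. Its topological overlap with *BvMLP3* was 0.291, which ranked *BvMLP3* 58 of 16767 genes. The deposited descriptions name no MYB46 gene.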

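Bv2_027430_cint is a homolog of ASYMMETRIC LEAVES 2, a repressor of gene expression in development, and Bv5_119300_wnjc is an ethylene response factor. In susceptible roots Bv2_027430_cint fell from 4424 ± 1692 at 0 dpi to 132 ± 37.7 at 2 dpi (scaled values, SD, n = 6), a log2 fold change of -5.01 (limma adjusted p = 3.7e-05). It was 4353 ± 909 and 3414 ± 3744 in partially resistant genotypes, a change of -0.95 that did not pass (adjusted p = 0.518). At 2 dpi it was thus higher in partially resistant genotypes by 4.11 (standard error 0.81, adjusted p = 0.00048). The test of the difference between the responses gave 4.06 (standard error 1.15, adjusted p = 0.736). Bv5_119300_wnjc rose from 121 ± 21.3 to 4748 ± 2628 in partially resistant genotypes (SD, n = 6), by 5.09 (standard error 0.54, adjusted p = 1.99e-08). In susceptible genotypes it rose by 2.72 (adjusted p = 0.000539) and reached 1009 ± 627 at 2 dpi. It was higher in partially resistant genotypes at 2 dpi by 2.25 (standard error 0.54, adjusted p = 0.00345), with an early interaction of 2.37 (standard error 0.76, adjusted p = 0.765). Bv2_027430_cint lies on chromosome 2 (Bvchr2.sca001, 3649902 to 3652576) and Bv5_119300_wnjc on chromosome 5 (Bvchr5.sca024, 2731278 to 2732255).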

Two additional putative transcription factors, Bv2_027430_cint and Bv5_119300_wnjc, were significantly activated in the partially resistant genotype at 2 dpi, in contrast to the susceptible genotypes. These putative TFs were members of modules 6 and 14 of the co-expression network. In module 14, Bv2_027430_cint, an asymmetric leaf 2 (AS2) homolog, known as a repressive regulator, is highly correlated with six cell wall-related genes and five biotic stress-related genes significantly expressed at 5 dpi (Supplementary Table S8). In module 6, Bv5_119300_wnjc, a member of the APETALA2/Ethylene Responsive Factor (AP2/ERF) superfamily which regulates diverse plant responses, is connected with two biotic stress-related genes and two cell wall-related genes.

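The genes that Table S8 connects with these transcription factors include glycosyltransferases, which attach sugars to pigments and hormones, and wall-degrading glucosidases. The glycosyltransferase gene UGT88A8 (Bv3_053610_agyt) had the strongest late interaction among them, at a log2 fold change of -3.11 (standard error 0.85, limma adjusted p = 0.107), and -3.37 in 34 libraries, which was called. A glucan endo-1,3-beta-glucosidase (Bv4_073400_mwnd), of the enzymes that cut fungal glucans, had -1.26 (standard error 1.18, adjusted p = 0.676). Cyclo-DOPA 5-O-glucosyltransferase (Bv1_001410_xwqc), an enzyme of the red beet pigments, had -0.47 (adjusted p = 0.685). Bv9u_231310_dduj, with an uncharacterized product, had 1.45 (standard error 0.61, adjusted p = 0.301), and 2.28 in 34 libraries. Of 13 models of the 12 genes, 8 had a positive and 5 a negative late interaction and none passed by limma or voom (2 at an unadjusted p under 0.05, adjusted p from 0.107 to 0.959). In 34 libraries 4 were called higher and 1 lower. None passed for the early interaction in either (0 at an unadjusted p under 0.05), with values from -2.04 to 0.97.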

**Fig. 2:**
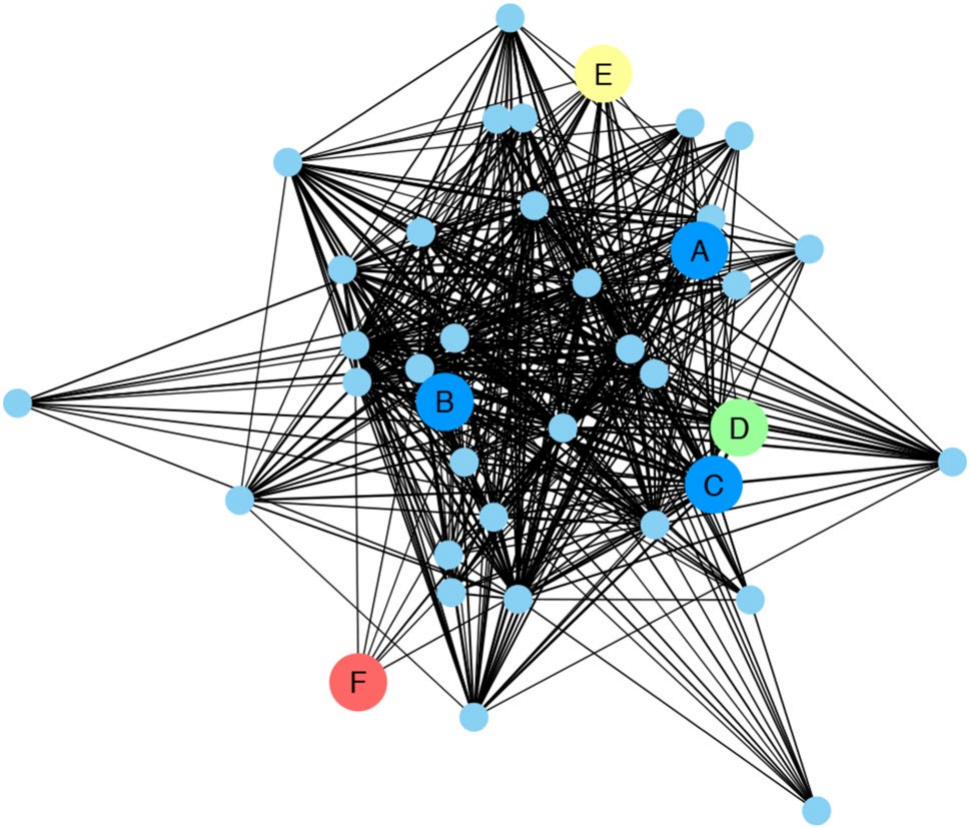
Co-expression network of differentially expressed sugar beet genes in module 5. The network comprises 38 genes (nodes) where blue represents: major latex protein homologs (A, BvMLP2; B, BvMLP1; C, BvMLP3), green (D): MYB46, yellow (E): flavonoid, red (F): disease resistance response protein and light blue represents other or unknown genes. Edge weight cut-off was set at > 0.16

### *MLP1* and *MLP3* contributes to *R. solani* plant defense

To confirm the prediction based on the RNAseq data, qRT-PCR analysis was performed on infested sugar beet seedlings. Significant differences in transcript responses were found at 5 dpi in young sugar beet seedlings for *BvMLP1* in genotype G1 and *BvMLP3* in genotype G2, both harboring partial resistance to *R. solani* (Fig. 3). No significant response was found for *BvMLP2* (Fig. S5). To further dissect the different contributions of the *BvMLP* genes, the three coding sequences were cloned from genotype G1 and overexpressed in *A. thaliana* (Fig. S6a). In parallel, homozygous T-DNA insertion mutants in homologous *A. thaliana* genes (At5g28010, At1g23130 and At1g70890) were produced (Fig. S6b, c). These *A. thaliana* genes shared 47%, 33% and 61% amino acid sequence identity to the three sugar beet genes *BvMLP1*, *BvMLP2* and *BvMLP3*, respectively. All MLP overexpression lines developed faster and formed larger rosettes than wild type (Col-0). After 5dpi, the *A. thaliana* transgenic and mutant lines were evaluated for responses to *R. solani* (Fig. 4a, b). When comparing the fungal DNA content in the different *A. thaliana* genotypes, *35S:BvMLP1-1*, *35S:BvMLP1-2* and *35S:BvMLP3-1* and *35S:BvMLP3-2* had significantly lower levels compared to Col-0, *35S:BvMLP2-1*, and *35S:BvMLP2-2* (Fig. 5a). When analyzing the T-DNA mutants, *Atmlp3-2* (*BvMLP3* homolog) showed the highest levels of *R. solani* DNA compared to Col-0 followed by *Atmlp1-1* (*BvMLP1* homolog). To clarify potential redundancy effects of the two *AtMLP* homologs*,* two double mutants (*Atmlp1-1*/*Atmlp3-1* and *Atmlp1-1/Atmlp3-2*) were made and screened against *R. solani* (Fig. 4b). Fungal DNA analysis demonstrated higher levels in *Atmlp1-1/Atmlp3-2* than in the *Atmlp1-1* and *Atmlp3-1* single mutants (Fig. 5b). Together the data suggest that the *Atmlp3-2* mutation has the largest impact but *Atmlp1-1* add some strength to the response.

**Fig. 3:**
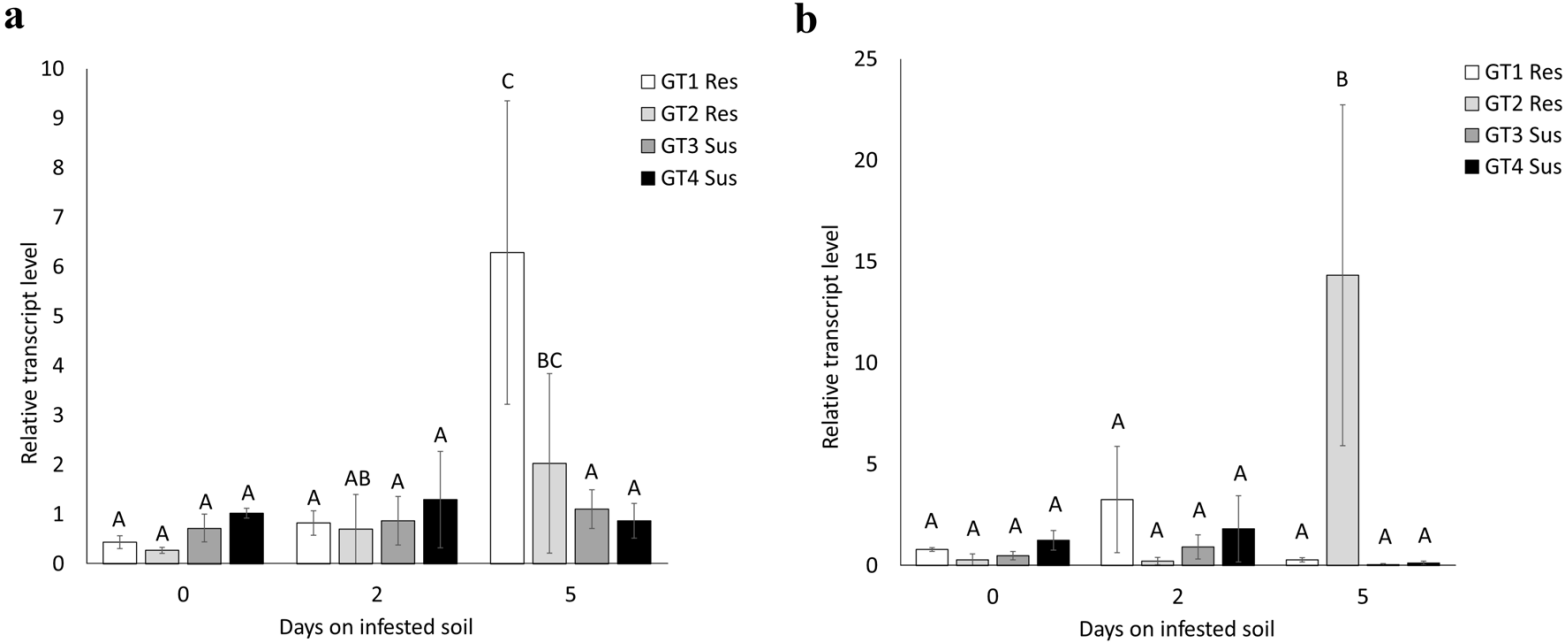
Relative transcript levels of *BvMLP* genes in sugar beet. Seedlings of four genotypes were harvested for real-time qRT-PCR at 0, 2 and 5 days on infested soil.** a** *BvMLP1,* **b** *BvMLP3*. The statistics are based on a Levene’s test and a Student’s *t *test on three biological replicates. Different letters indicate significant difference between groups. Error bars = mean ± SD

**Fig. 4:**
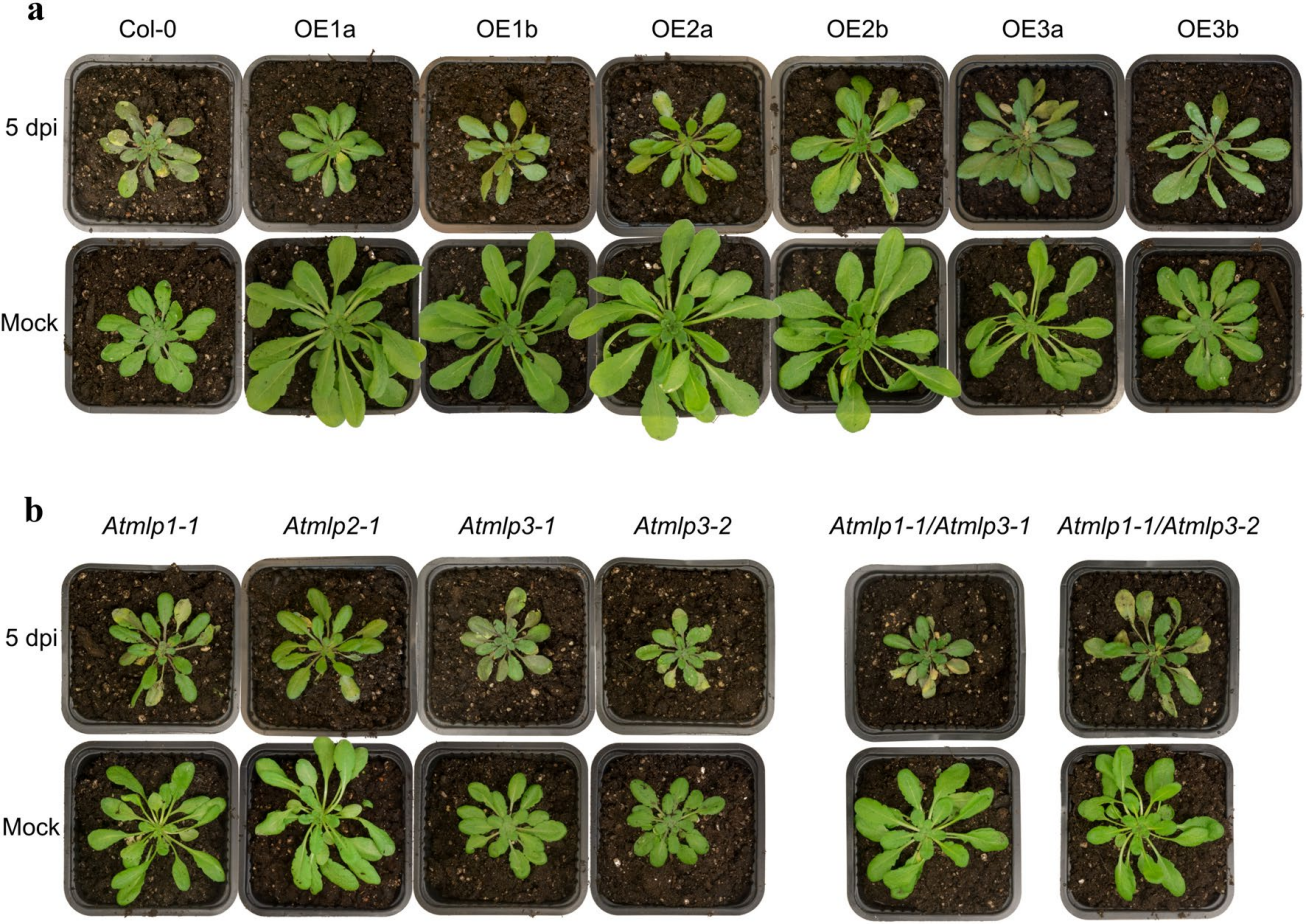
Phenotypes of *A. thaliana* inoculated with *R. solani* or H_2_O (mock). **a** Overexpressor lines: OE1a,b = *35S:BvML1-1*, *35S:BvML1-2*, OE2a,b = *BvML2-1*, 35S*:BvML2-2*, OE3a,b = 35S:*BvML3-1*, 35S*:BvML3-2.* **b** T-DNA insertion mutants in *BvMLP* homologues genes. Single mutants: *Atmlp1-1*, *Atmlp2-1*, *Atmlp3-1, Atmlp3-2,* and double mutants: *Atmlp1-1/Atmlp3-1* and *Atmlp1-1/Atmlp3-2*. All materials in Col-0 background. Photos taken 5 days post-inoculation

**Fig. 5:**
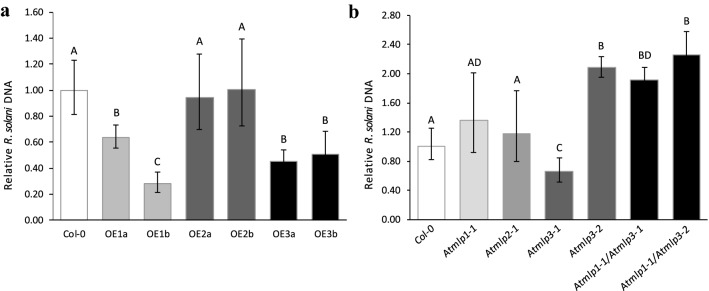
Relative amount of *R. solani* DNA in *A. thaliana*. **a** Two independent *BvMLP* overexpression lines per gene, and **b** *Atmlp* single mutant and double mutant lines compared to wild-type (Col-0) at 5 days post-inoculation. OE1a and OE1b = *35S:BvMLP1-1*, *35S:BvMLP1-2*, OE2a and OE2b = *BvMLP2-1*, *35S:BvMLP2-2*, OE3a and OE3b = *35S:BvMLP3-1*, *35S:BvMLP3-2*. Statistical analysis performed with a Student’s *t* test with at least four replicates. Error bars = mean ± SE

## Discussion

Today’s sugar beet cultivars with high levels of resistance to *R. solani* are known to suffer from yield penalty or harbor less resistance to other important pathogens (Strausbaugh et al. 2013; Liu and Khan 2016). We, therefore, were interested to monitor transcript responses to this fungus on a genome-wide scale to identify defense-associated genes useful to refine the breeding work. Our transcriptome profiling identified in total 2022 differentially expressed genes at 2 dpi and slightly more (2697) at 5 dpi in the dataset. GO enrichment analysis revealed eleven defense-associated genes differentially expressed at 2 dpi. Three genes containing NBS-LRR domains characteristic for resistance *R* genes were found among the genes expressed early, all three located on chromosome 3. QTL mapping has earlier identified two major clusters of NBS-BACs on chromosome 3 (Lein et al. 2008). This quantitative *R. solani* resistance coverers 10–15% of the sugar beet genome and is associated with negative yield drag. In attempts to further optimize the breeding work, additional gene candidates were searched for.

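None of the 3 *BvMLP* genes was called from 0 to 2 dpi in partially resistant roots. From 0 to 2 dpi *BvMLP1* changed by a log2 fold change of 0.70 (standard error 0.43, limma adjusted p = 0.324), *BvMLP2* by 0.60 (standard error 0.37, adjusted p = 0.335) and *BvMLP3* by -0.01 (standard error 0.90, adjusted p = 0.999). The early interactions were 0.84, 0.63 and -1.31, with no adjusted p under 0.05. In susceptible genotypes *BvMLP3* changed by 1.3 in this interval (adjusted p = 0.43), and the same change was called in 34 libraries. The mean of *BvMLP1* rose later in both partially resistant lines as labelled, from 116 to 634 in G1 and from 118 to 686 in G2 (mean scaled values, n = 3 each). Without the library labelled G1 5 dpi A the mean of G1 at 5 dpi was 352 (n = 2). The mean of G2 includes the library labelled G2 5 dpi A (119), which carried 94.0% of the markers of G1 and 8.82% of those of G2. For *BvMLP3* the mean at 5 dpi was 2966 ± 4785 in G1, where the library labelled G1 5 dpi A held the highest value of 8491, and 237 ± 109 in G2 (SD, n = 3). In 34 libraries its rise in partially resistant genotypes was 0.91, which was under the threshold of 1. With 3 libraries against 3, an exact permutation test cannot give a p under 0.1. For *BvMLP1* it gave 0.1 in G1 (0.2 without the library labelled G1 5 dpi A) and 0.2 in G2, where 2 of 3 libraries lay above all of 2 dpi.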

By exploiting interaction statistics, three *MLP* like-encoding genes were identified in the partially resistant genotypes, all being increasingly activated by time. Present in all MLP proteins is a ligand-binding site for large hydrophobic molecules, hormones and secondary metabolites that allow MLPs to have multiple functions (Koistinen et al. 2005; Ma et al. 2009; Park et al. 2009). MLPs are associated with tolerance to salt and drought in *A. thaliana* (Chen and Dai 2010; Wang et al. 2016) and are activated in response to the *Alternaria brassicicola* fungus and the soil-borne plasmodiophorid *Plasmodiophora brassicae* (Schenk et al. 2000; Siemens et al. 2006). *Verticillium dahliae* is another soil-borne pathogen (ascomycete) with a broad host range that includes cotton, sugar beet and many other species (Peggy and Brady 2002). In case of cotton, the *GhMLP28* was found to enhance the activity of an ethylene response factor, *GhERF6* and thereby amplified the defense response (Yang et al. 2015). No co-activation of *ERF*-encoding genes in our sugar beet datasets was observed. 

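Ethylene response factors (ERF) switch on defence genes when ethylene and jasmonate accumulate. Several of their genes rose after inoculation in both levels. Ethylene response factor 3 (Bv1_013570_tsyx) rose from 0 to 2 dpi by a log2 fold change of 7.87 in partially resistant genotypes (standard error 0.95, limma adjusted p = 1.96e-07) and by 5.94 in susceptible ones (standard error 0.95, adjusted p = 3.03e-05). A putative ethylene response factor 5 (Bv5_100150_chgw) rose by 2.57 (standard error 0.22, adjusted p = 4.4e-10) and 2.1. Of 21 ERF genes, 11 rose, none fell and 10 did not pass in partially resistant genotypes (12 when adjusted over the list alone), with a median of 1.81 and a camera adjusted p of 9.41e-09, which held with an estimated correlation (0.0174). In susceptible genotypes 9 rose, none fell and 12 did not pass (11 when adjusted over the list alone, median 1.01, camera adjusted p = 9.01e-06, and 0.0905 with an estimated correlation). With voom weights 5 and 4 of the 21 were called. The set shifted upward in the early interaction (median 0.57, camera adjusted p = 0.00496, and 0.489 with an estimated correlation) with no member called by limma or voom (2 at an unadjusted p under 0.05). From 2 to 5 dpi the AP2/ERF gene Bv2_031150_nmyr fell by 1.61 in partially resistant genotypes, and Bv3_049770_kacx rose by 4.48 in susceptible ones. The late interaction of the set was downward (median -0.81, camera adjusted p = 0.00308, and 0.443 with an estimated correlation), with 3 members lower when adjusted over the list alone.

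**Figure D7:**
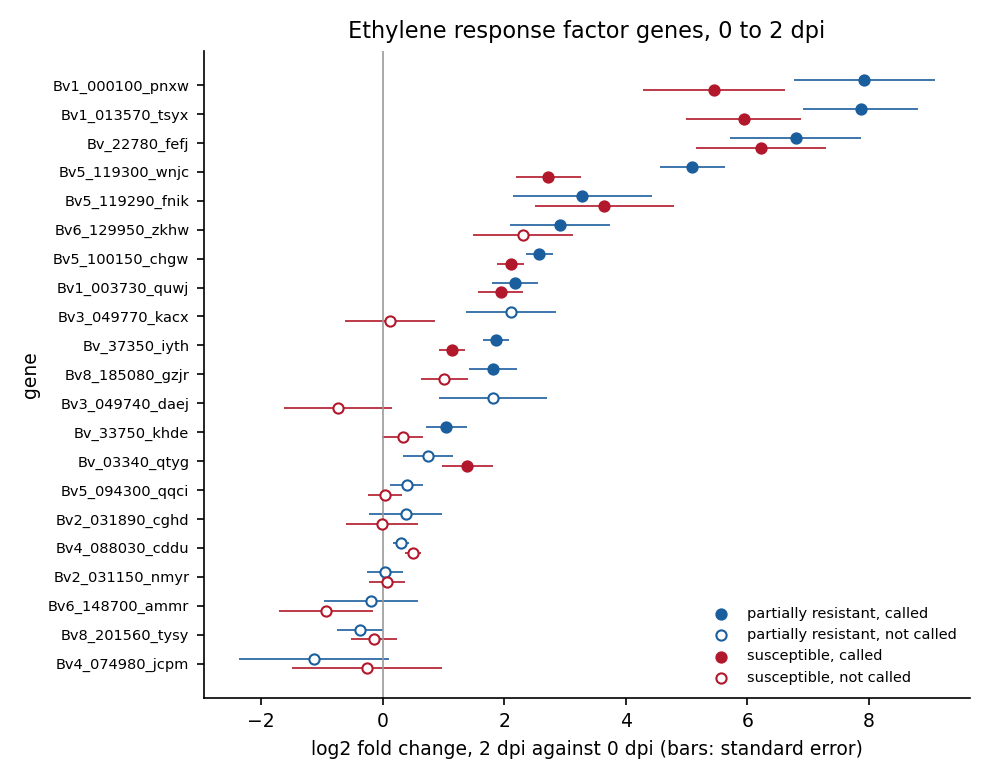
Log2 fold change of the 21 ethylene response factor genes from 0 to 2 dpi in partially resistant and susceptible genotypes, with standard errors. Filled points were called, 11 in partially resistant and 9 in susceptible genotypes.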

The number of MLP-like proteins varies among plant species (Zhang et al. 2018). A trend seen so far is that fewer homologs are found in monocots compared to dicots. 23 *MLP* genes are present in the sugar beet genome compared to 25 in *A. thaliana*. 

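In the deposited annotation, 8 gene models have a protein match described as a major latex protein or its homolog, and 7 of them are in the table of expressed genes. Apart from *BvMLP1*, *BvMLP2* and the models of *BvMLP3*, these are Bv5_092770_caww, Bv5_109450_etpu and Bv3_058210_chfj. The match of *BvMLP1* has 47.9% identity over 73 amino acids and that of *BvMLP2* 47.0% over 149. *BvMLP3* matches a protein of the ice plant *Mesembryanthemum crystallinum* at 74.8% over 151 amino acids, and Bv3_058210_chfj matches a protein of *Beta vulgaris* at 98.0%. Members of the family without such a description are not counted.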

In attempts to dissect the importance of the three *BvMLP* genes in the response to *R. solani*, we first analyzed each *BvMLP* gene independently. RNAseq gene expression levels were confirmed with qRT-PCR for two of the *MLP* genes (*BvMLP1* and *BvMLP3*). *BvMLP1 and BvMLP3* individually contributed to reduced infection levels of *R. solani* when overexpressed in *A. thaliana.* When pathogen responses of T-DNA insertion mutants in the most homologous *MLP* genes in *A. thaliana* were monitored the *Atmlp3-2* mutant and the *Atmlp1-1/Atmlp3-2* double mutant yielded the highest level of infection. The data suggest that both *BvMLP1* and *BvMLP3* should be integrated in resistance breeding approaches to *R. solani*.

The genome of *R. solani* is enriched in genes coding for carbohydrate cell wall-degrading enzymes (Wibberg et al. 2016). This knowledge formed the rational to also include genes important for cell wall biogenesis in the analysis. Several TFs are known to regulate secondary cell wall formation. Among those, *MYB46* has a key function involving biosynthesis of cellulose, hemicellulose and lignin components (Ko et al. 2014). *MYB46* was clearly activated in the present sugar beet transcripts. In the sugar beet genome, as in *A. thaliana*, only one *MYB46* gene together with its paralogue *MYB83* is present. *MYB46* homologues in poplar, maize and rice are known to possess similar function in secondary wall biosynthesis as in *A. thaliana* (Zhong et al. 2010, 2011), which leads us to believe that this function is conserved also in sugar beet. The *DRR206* gene is well studied in pea, where it is activated both in response to bacterial and fungal infections (Daniels et al. 1987). *DRR206* expression is associated with pathways involving phytoalexins and cell wall biosynthesis (Hadwiger and Chang 2015; Seneviratne et al. 2015). Interestingly transgenic *Brassica napus* plants harboring the overexpressed pea *DRR206* gene showed enhanced seedling resistance to *R. solani* (Wang and Fristensky 2001). Together these data suggest that an activated *DRR206* gene may contribute to defense in sugar beet.

Plant carbohydrate metabolism is involved in numerous processes including cell wall structure, cell shape, energy metabolism, post-translational modifications, signaling, and defense (Kubicek et al. 2014). The cell wall composition and architecture affect wall strength, which forms an important physical outer barrier to potential invading pathogens. A common theme of fungal plant pathogens is their ability to secrete cell wall-degrading enzymes (Kubicek et al. 2014). The *R. solani* AG2-2IIIB isolate BBA 69670 that preferentially attacks sugar beets is no exception and encodes a wide repertoire of carbohydrate active enzymes (Wibberg et al. 2016). Particularly, glycoside hydrolase 43 (GH-43), carbohydrate esterase 12 (CE-12) and polysaccharide lyases 1 (PL-1) families are enriched in this fungal genome. In the sugar beet genome, we found 1294 CAZyme-encoding genes and 1349 CAZyme annotated domains which are slightly higher compared to the 1200 CAZy annotated proteins in *A. thaliana* (Fig. S7). 

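Plants loosen and rebuild their walls as they grow, and strengthen them under attack. In the later interval several loosening genes fell in both levels. Of 26 expansin and xyloglucan genes, 1 rose and 11 fell in partially resistant genotypes (13 fell when adjusted over the list alone, camera adjusted p = 0.00502, and 0.792 with an estimated correlation). In susceptible genotypes 1 rose and 8 fell (9 fell when adjusted over the list alone, camera adjusted p = 0.0135, and 0.827 with an estimated correlation). Beta-expansin 3 (Bv9_211060_rowz) fell by 2.12 on the log2 scale in partially resistant (standard error 0.49, limma adjusted p = 0.0018) and by 3.23 in susceptible genotypes (standard error 0.49, adjusted p = 1.03e-05). A pectate lyase gene (Bv3_057420_akqt), whose enzyme loosens pectin, fell by 4.07 in susceptible genotypes (standard error 0.73, adjusted p = 8.89e-05). Of 35 pectin genes, 2 rose and 10 fell in partially resistant genotypes and 7 rose and 7 fell in susceptible ones (camera adjusted p = 0.568 and 0.646). Lignin waterproofs walls, and cinnamate 4-hydroxylase (Bv2_036900_jzij), an early enzyme of its pathway, rose by 3.46 in partially resistant and 5.59 in susceptible genotypes. Of 22 phenylpropanoid and lignin genes, 7 rose and 1 fell in susceptible genotypes (camera adjusted p = 0.221). From 0 to 2 dpi 4 of 22 chitinase and beta-1,3-glucanase genes rose in each level (camera adjusted p = 0.227 in partially resistant and 0.0174 in susceptible genotypes, the latter 0.496 with an estimated correlation). With voom weights none was called in partially resistant genotypes (7 at an unadjusted p under 0.05 in limma) and 2 in susceptible ones. Bv4_073400_mwnd among them rose by 3.83 and 5.87. Expansin and xyloglucan genes rose in that interval in susceptible genotypes, 3 of 26 (4 when adjusted over the list alone, camera adjusted p = 0.0341, and 0.827 with an estimated correlation).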

Small proportions of the CAZyme domain classes were differentially expressed during fungal challenge. In comparison to *A. thaliana*, sugar beet has fewer glycosyl transferases (GT) and about the same numbers of glycoside hydrolases (GH), carbohydrate-binding modules (CBM) and polysaccharide lyases (PL). However, an enrichment of carbohydrate esterases (CE) and particularly large numbers of auxiliary activities (AA) are annotated in the sugar beet genome compared to *A. thaliana.* Most of these AA proteins belong to the AA2 family. This family contains class II lignin-modifying peroxidases that oxidize Mn(II) to Mn(III) which in turn oxidize a variety of phenolic model compounds able to degrade and or modify lignin polymers (Levasseur et al. 2013).

In conclusion, monitoring plant responses to soil-borne pathogens is challenging due to their hidden life in the soil which is difficult to control and observe. To this end, knowledge on their modes of infection and external factors impacting the infection process is low. *Rhizoctonia solani* is no exception where disease symptoms, if seen, are represented by dead plants on heavily infested soil. Our present study has highlighted a number of gene families that could contribute to *R. solani* defense in sugar beet, maybe in an orchestrated fashion during the fungal attack and disease progression. Any biotrophic stage of *R. solani* has so far not been demonstrated but early involvement of *R*-genes may be a sign of a hemibiotrophic lifestyle. Likewise, *R. solani* produces a chitin-binding LysM effector perturbing chitin-induced immunity which adds further support to a possible presence of an initial biotrophic infection stage (Dölfors et al. 2019). *Rhizoctonia solani* has a large repertoire of carbohydrate-active enzyme (CAZy)-encoding genes in its genome suitable for cell wall degradation, important for necrotrophic growth and saprophytic survival. Involvement of *MLP* genes are observed as a plant response to other soil-borne fungi such as *V. dahliae* (Yang et al. 2015). Its function to fungal invasion is still unclear. Recently, in an RNAseq study of fungus–apple interaction, one *MLP* gene was found to impact a handful of defense-related genes including transcription factors (He et al. 2020). It seems that *MLP* genes play important roles for defense in many crops including sugar beet; details of their function remain to be elucidated.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary file1

# Supplementary material for: Major latex protein-like encoding genes contribute to Rhizoctonia solani defense responses in sugar beet
**Source:** Mol Genet Genomics. 2020 Oct 28;296(1):155–64. doi: 10.1007/s00438-020-01735-0

**Supplementary material**

**Major latex protein-like encoding genes contribute to *Rhizoctonia solani* defense responses in sugar beet**

Louise Holmquist^1,2§^, Fredrik Dölfors^2§^, Johan Fogelqvist^2^, Jonathan Cohn^3^, Thomas Kraft^1^ and Christina Dixelius^2*^

**Content**

Fig. S1 to Fig S7. Table S1 to Table S8

**
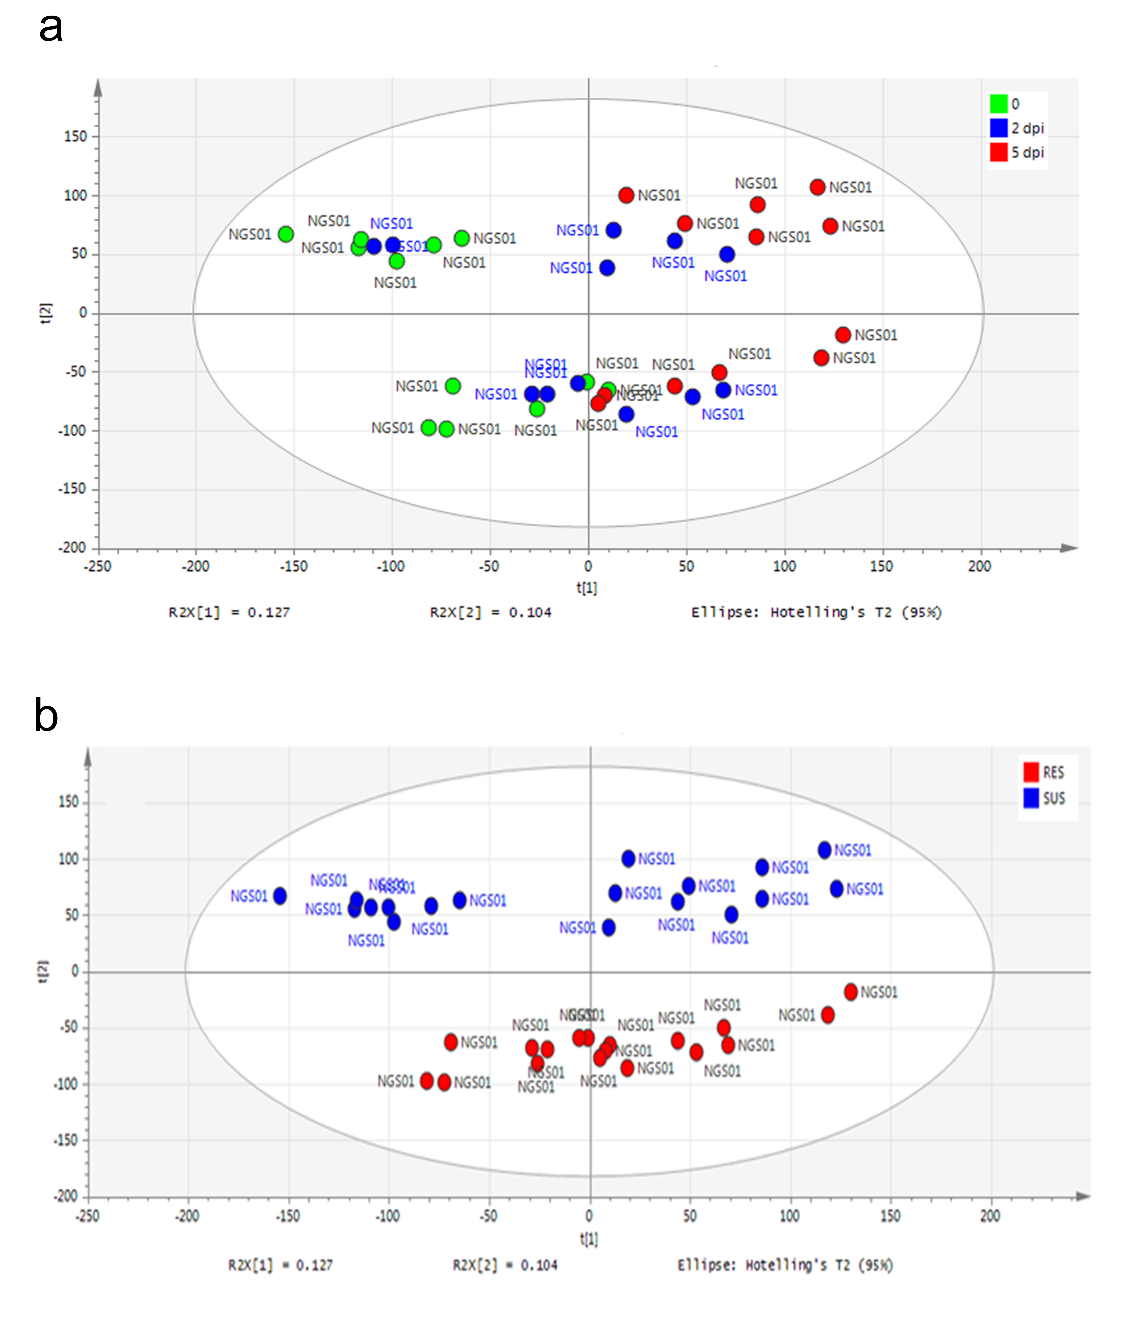
**

**Fig. S1** Principal component analysis (PCA) plots created in Simca version 13.0.0 (http://umetrics.com/products/simca). **a.** PC1 time post inoculation. **b.** PC2 Genetic background.

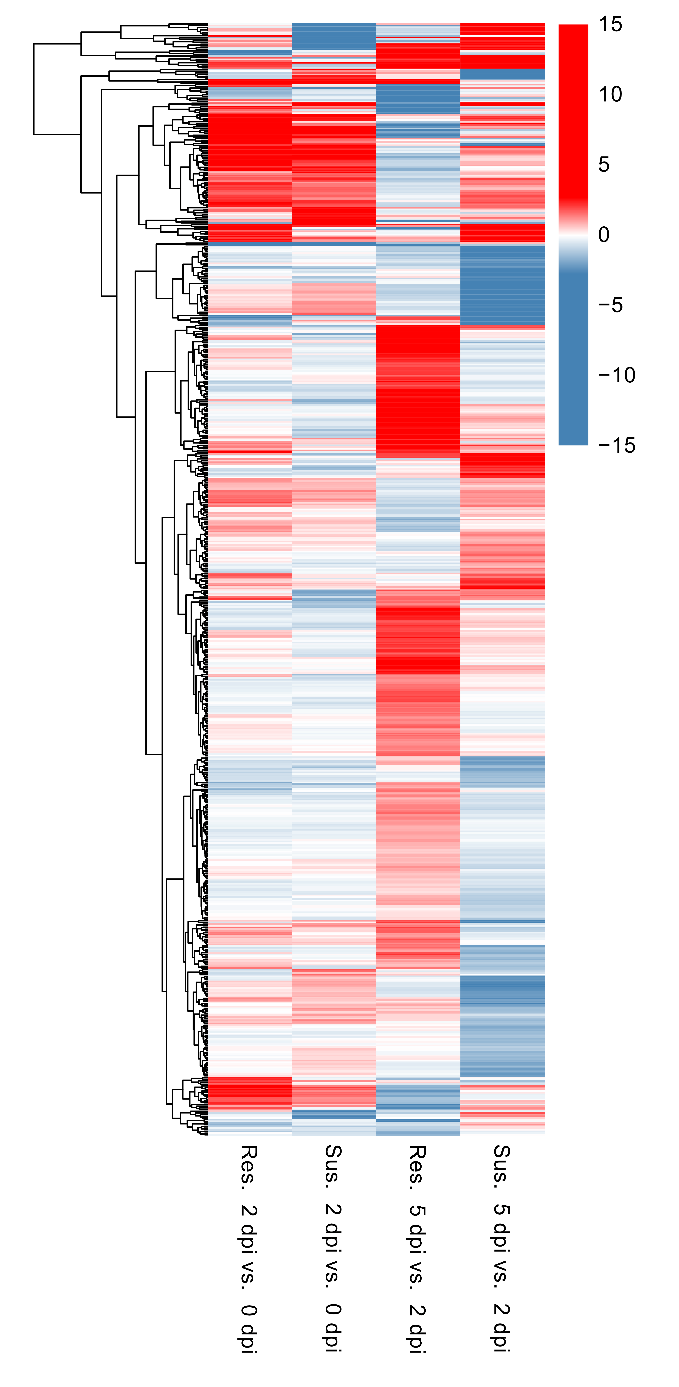

**Fig. S2** Heat map visualizing 660 differentially expressed genes. Two time-points; early (2 dpi vs. 0 dpi) and late (5 dpi vs. 2 dpi) were compared for the partially resistant and susceptible sugar beet genotypes. Absolute log2 fold change > 1 and false discovery rate (FDR) < 0.05. Log2 fold change values are truncated at 5 and -5 for a clearer visualization.

**
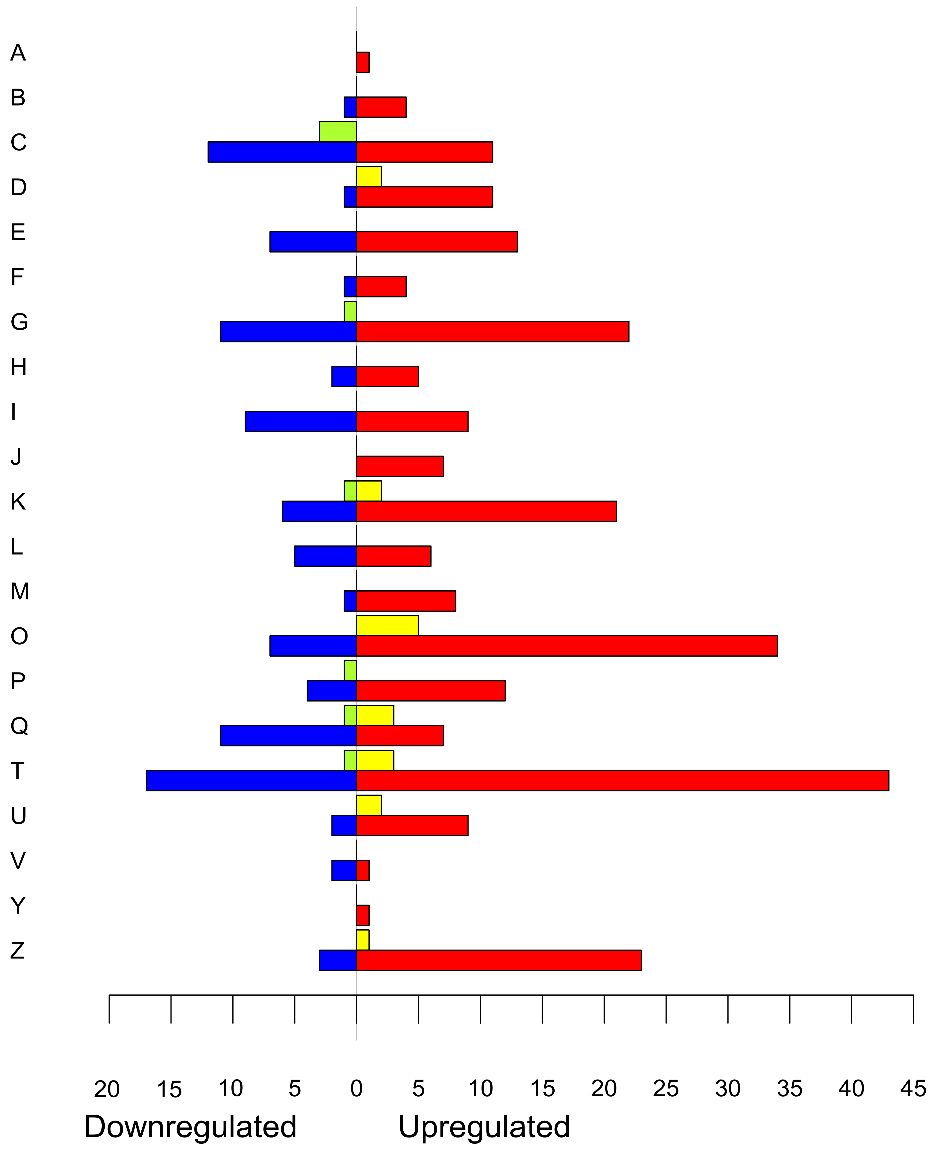
**

**Fig. S3** Differentially expressed sugar beet genes distributed among functional groups (KOG). 369 genes with unknown KOG function are excluded. The plot is based on the remaining 291 genes. Color codes: yellow; up-regulated genes at 2 dpi vs. 0 dpi, red; up-regulated genes at 5 dpi vs. 2 dpi, green; down-regulated genes at 2 dpi vs. 0 dpi, and blue; down-regulated genes at 5 dpi vs. 2 dpi. A; RNA processing and modification B; Chromatin structure and dynamics C; Energy production and conversion D; Cell cycle control, cell division, chromosome partitioning E; Amino acid transport and metabolism F; Nucleotide transport and metabolism G; Carbohydrate transport and metabolism H; Coenzyme transport and metabolism I; Lipid transport and metabolism J; Translation, ribosomal structure and biogenesis K; Transcription L; Replication, recombination and repair M; Cell wall/membrane/envelope biogenesis O; Posttranslational modification, protein turnover, chaperones P; Inorganic ion transport and metabolism Q; Secondary metabolites biosynthesis, transport and catabolism T; Signal transduction mechanisms U; Intracellular trafficking, secretion, and vesicular transport V; Defense mechanisms Y; Nuclear structure Z; Cytoskeleton.

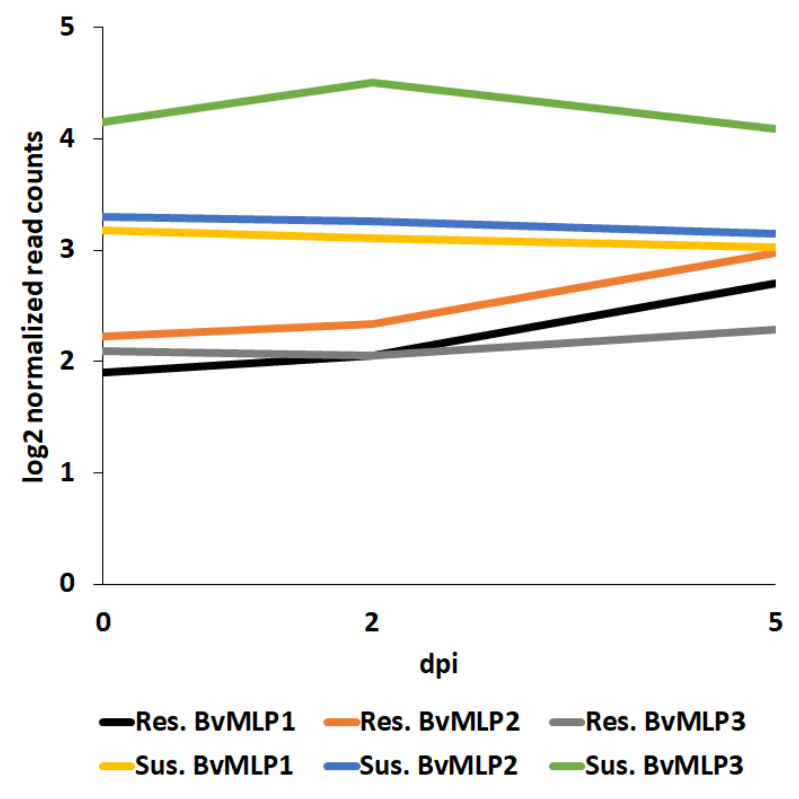

**Fig. S4** Expression pattern of three major latex protein gene homologs over time. The three genes *BvMLP1* (Bv7_162510_pymu), *BvMLP2* (Bv7_162520_etow) and *BvMLP3* (Bv_27270_xeas) were significantly differentially expressed (FDR < 0.05) in partially resistant (Res) compared to susceptible (Sus) genotypes at 5 days post inoculation (dpi) compared with 2 dpi. Data used for this graph was apportioned read counts, normalized for GC content and an average of six replicates.

**
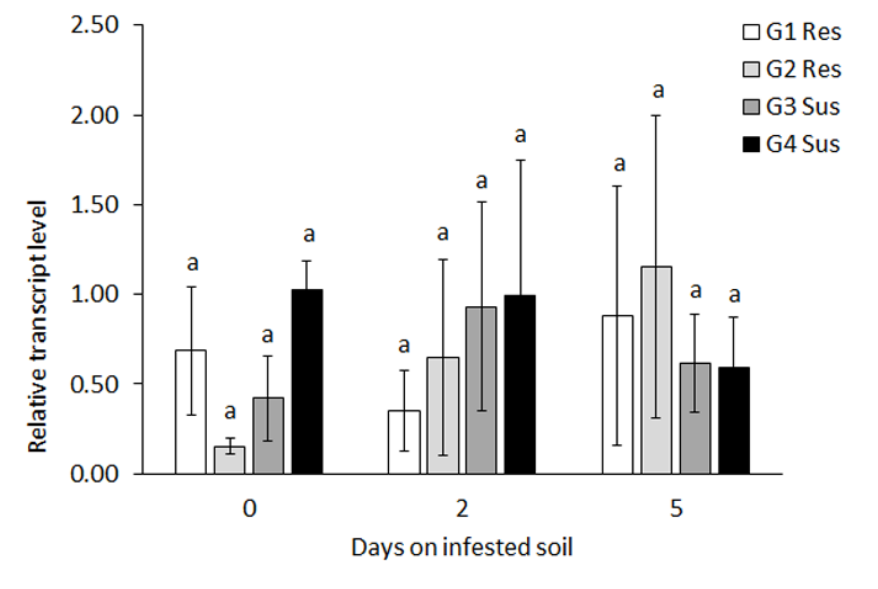
**

**Fig. S5** Relative transcript levels of *BvMLP2* gene in sugar beet. Seedlings of four genotypes were harvested for real-time qRT-PCR at 0, 2 and 5 days on infested soil. Statistics are based of three biological replicates followed by Levene's test and a Student t-test. Error bars = mean ± SD.

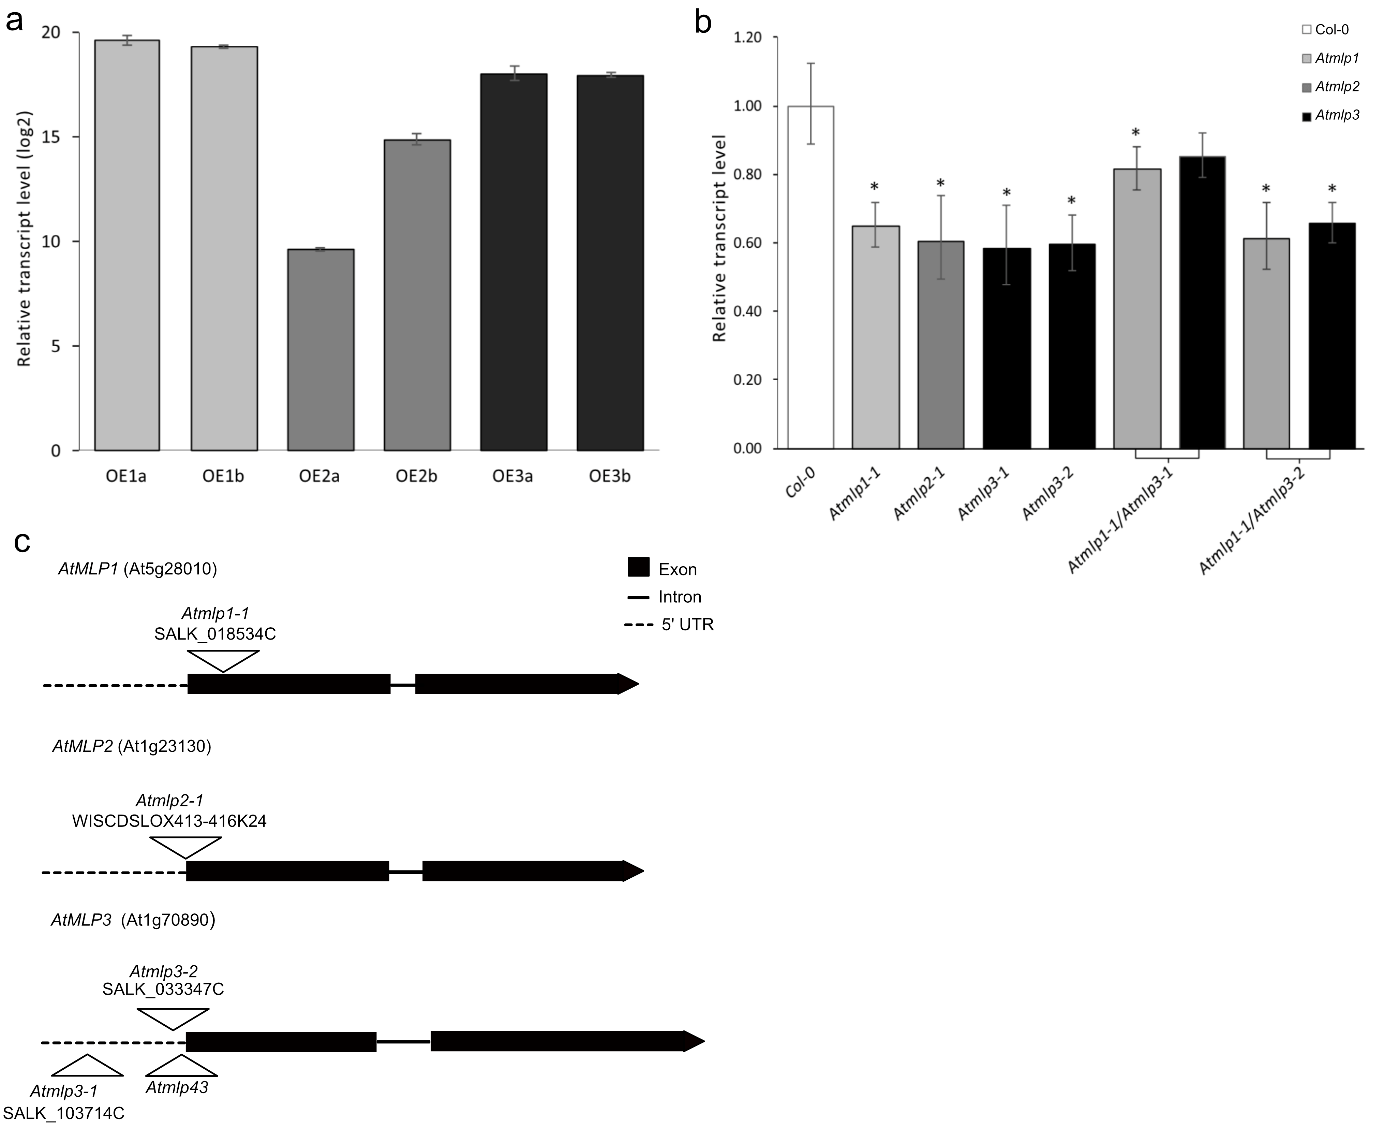

**Fig. S6** *A. thaliana* materials monitored for responses to *R. solani*. **a.** Relative transcript level of transgenic *35S:BvMLP*. **b.** Relative transcript level of *Atmlp* single and double mutant lines. Statistical analysis of transcript levels was performed using Student t-test on at least 3 biological replicates. Each genotype is normalized to *UBIQUITIN10* and relative to expression in Col-0. * = significant p-value with confidence level of at least α = 0.05, error bars = mean ± SE. **c.** Illustration of the T-DNA positions in *AtMLP1* (At5g28010), *AtMLP2* (At1g23130) and *AtMLP3* (At1g70890) (not in scale). *Atmlp43* denotes the T-DNA position of *Atmlp43* (At1g70890, SALK_109337) published by Wang et al. (2016). OE1a and OE1b = *35S:BvML1-1*, *35S:BvML1-2,* OE2a and OE2b = *BvML2-1*, *35S:BvML2-2*, OE3a and OE3b = *35S:BvML3-1*, *35S:BvML3-2*.

**
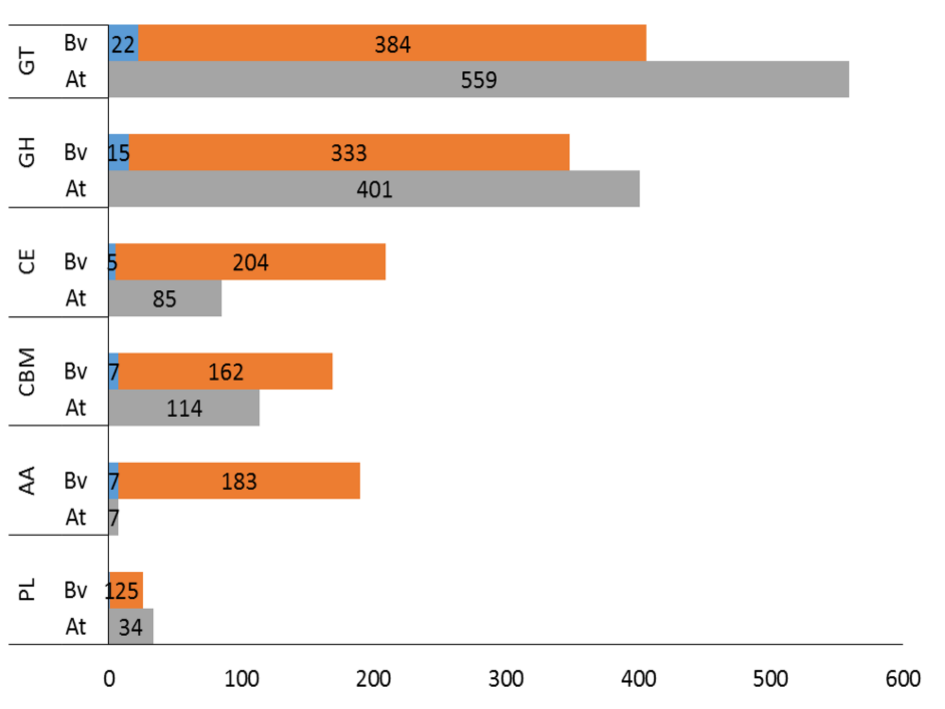
**

**Fig. S7** Distribution of CAZy domain annotated proteins in sugar beet (*B. vulgaris*, Bv) (orange) and *A. thaliana*, At, (grey) genomes distributed among CAZy class. Glycoside hydrolase (GH), Glycosyl transferase (GT), Polysaccharide Lyase (PL), Carbohydrate esterase (CE), Auxiliary activities (AA). Blue box represent number of differentially expressed sugar beet genes in each CAZy class.

**Table S1** Constructs, primers and vectors used for Agrobacterium-transformation of *A. thaliana* (Col-0).

| Construct | Primer sequence (5’ – 3’) | Entry vector | Destination vector |
| --- | --- | --- | --- |
| 35S:BvMLP1:GFP | F: CACCATGGCAGGTCTAAAGCGTAAGCT  R: AATTAACGAGTTTGAGCATGAATCA | pENTR/D-TOPO | pGWB405 |
| 35S:BvMLP2:GFP | F: CACCATGGCAGGTCTAAAGCGTAAGCT  R: TTTATCTTGGCAATGGTGATGA | pENTR/D-TOPO | pGWB405 |
| 35S:BvMLP3:GFP | F:CACCATGGGAGTGACAGGGAAGCTAGA  R: TGCTTTAAAATGATGATCCTCGA | pENTR/D-TOPO | pGWB405 |

**Table S2** Primers used for qPCR of *R. solani* biomass in *A. thaliana* *Atmlp* knockouts and *BvMLP* overexpressor lines, qRT-PCR primers to confirm knockout/overexpressor status in *A. thaliana* (Col-0) and qRT-PCR primers for *BvMLP* gene expression in *B. vulgaris.*

| Gene^a^/ Locus ID | Primer sequence (5’ – 3’) |
| --- | --- |
| *qPCR Primers:* |  |
| AtACT2/AT3G18780 | F: CTTGCACCAAGCAGCATGAA |
|  | R: CCGATCCAGACACTGTACTTCCTT |
| RsG3PDH/RSOLAG22IIIB_07022 | F: ACCGTTATGGGCTTGTCTTTCCTT |
|  | R: CCCGCTTGGCTCGAATAGTAACG |
| *qRT-PCR primers:* AtMLP1-1/At5g28010 | F: CAAGCAAAGGTTGCAAAAGA |
|  | R: AGAAAATTCTCGGGGTCAGG |
| AtMLP2-1/At1g23130 | F: ATGGCACAAGCTACGCGTCA |
|  | R: CTAGACTTCGGACAAAAGC |
| AtMLP3-1/At1g70890 | F: GGCAGTGGATCAGGAGAAGA |
|  | R: CGTCCATTGATTCGGTTAGC |
| AtMLP3-2/At1g70890 | F: GGCAGAAGCGTCTAGTTTGG |
|  | R: GACGATAGAGCCGACTTTGC |
| BvMLP1/Bv7_162510_pymu | F: AGAGATAAGAGTTGCAGGGGG  R: GCACCATCATGCAAGTCACAG |
| BvMLP2/Bv7_162520_etow | F: AGATGCTGGAAGGAGATTTGATGG  R: TCATCAATCTCTTTCGCCAGTCC |
| BvMLP3/Bv_27270_xeas | F: GGGAGTGACAGGGAAGCTAGA |
|  | R: TCACCCTCATGTGCGTTACA |
| UBIQ10/At4G05320  BvB-TUBULIN/ BVRB_4g074050 | F: AGGTACAGCGAGAGAAAGTAGCA  R: TAGGCATAGCGGCGAGGCGT  F: TGCTACCCTCTCCGTCCATCAGCTT R: ACCAGGGAACATCAGGCAGCAGG |

*^a^*At *= Arabidopsis thaliana* (Col-0)*,* Rs = *Rhizoctonia solani* AG2-2IIIB, Bv = *Beta vulgaris*

**Table S3** Defense and cell wall genes responding differently in partially resistant and susceptible genotypes to *R. solani.*

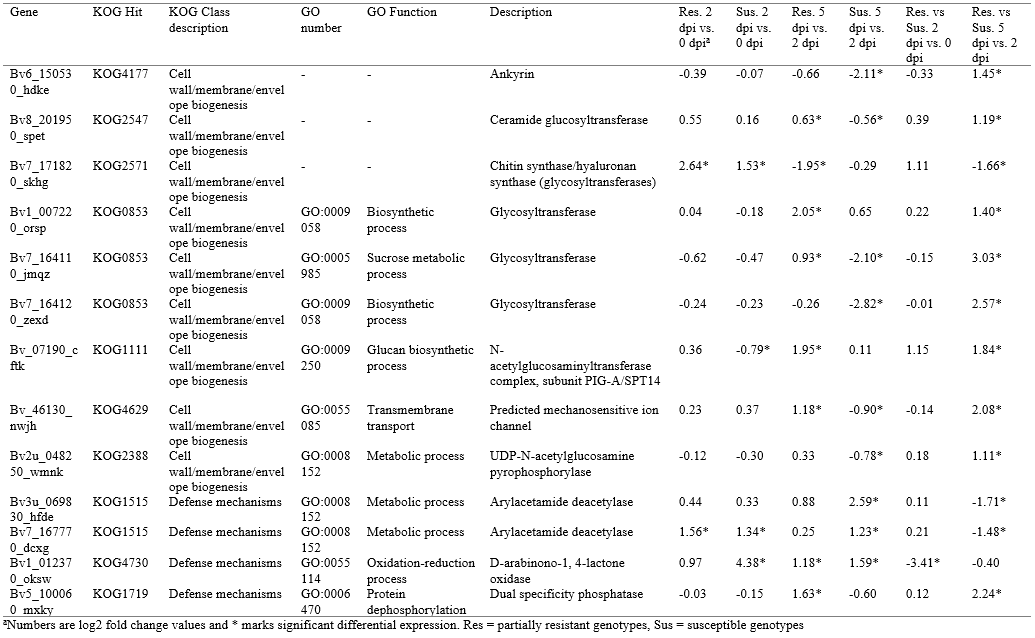

**Table S4** GO enrichment analysis of genes with different expression at 2 dpi compared with 0 dpi.

**Table S5** GO enrichment analysis of genes with different expression at 5 dpi compared with 2 dpi.

**Table S6** Cell wall and biotic stimulus related genes identified in GO enrichment analysis.

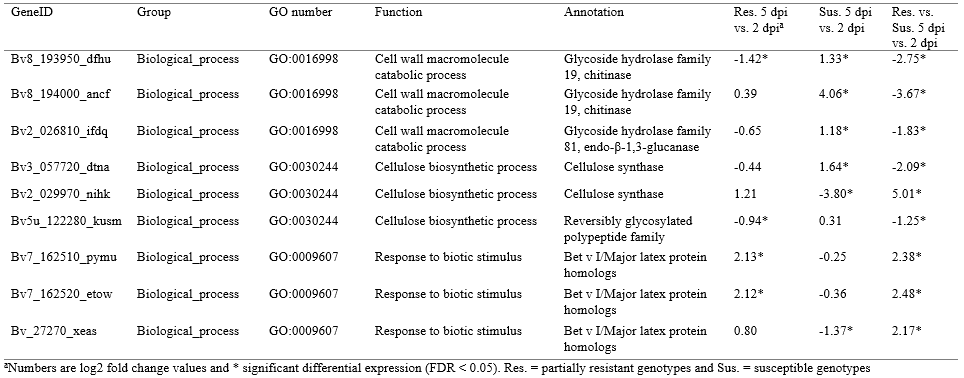

**Table S7** Number of genes distributed among modules for weighted correlation network.

**Table S8** Cell-wall and biotic stress related genes connected with differential expressed transcription factors (TFs).

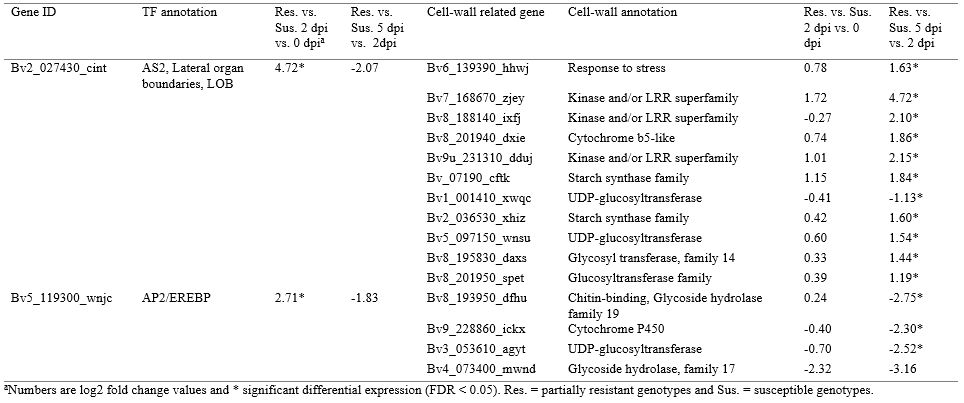

**Supplement:** Supplementary file 1 — Supplementary file1

How the deposited data were processed for this re-analysis (not part of the article)

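Gene expression was measured by RNA sequencing in taproots of sugar beet genotypes G1 and G2 (partially resistant) and G3 and G4 (susceptible) at 0, 2 and 5 dpi, with 3 libraries per genotype and day. All 36 libraries were used, with the labels as given. The sample mapping, the comparisons, the rules and the alternatives were set before the data were examined, apart from those named below as chosen later. Replicate letters A, B and C were not treated as pairs, since the paper describes no pairing.

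The authors aligned paired reads of 100 bases with GSNAP to RefBeet 1.0, apportioned reads that matched several genes, removed genes with low counts and normalized within libraries for GC content and between libraries by full quantiles with EDASeq. The authors deposited the result as normalized scores, whole numbers with the same sorted values in every library. The unnormalized counts and the depth of each library are not known. The paper gives only a lower bound for the reads per sample. No interval for counting error could therefore be given, and tests on counts, such as the authors' edgeR likelihood ratio test, were not run.

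From the deposited scores, median-of-ratios size factors were computed and each library was divided by its factor. The log2 of the scaled value plus 1 was fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) as 6 groups of level and day, with the genotypes of a level fused. A gene was kept when its value was above 5 in at least 3 libraries, which removed no gene. Comparisons were partially resistant against susceptible genotypes on each day, 2 against 0 dpi and 5 against 2 dpi within each level, and the early and late interactions, which are the change from 0 to 2 dpi and from 2 to 5 dpi in partially resistant minus that in susceptible genotypes. P-values were adjusted by Benjamini-Hochberg within each comparison. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change above 1. G1 was compared with G2 and G3 with G4 over all days in a model of 4 genotypes and 3 days.

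Named genes follow a rule. The first part is every gene the paper names in its text and in the pictures of Tables S3, S6 and S8, and the values in the paper's tables were seen. Bv9_219140_rxed was taken by its description, as the paper's text names that gene without an identifier. The second part is, for the levels at 2 and 5 dpi, the changes over time and the interactions, the 5 called genes with the largest positive and the 5 with the largest negative log2 fold change among those with a mean scaled value of at least 20, groups that do not overlap and a functional description. The third part is up to 4 called members of each gene list with the smallest adjusted p. Functional descriptions come from the deposited protein matches. From these descriptions 26 gene lists were made by search words before the data were examined, a further list of dirigent proteins had no member, and 234 tests were run with camera at a preset correlation of 0.01, adjusted together, and again with an estimated correlation.

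Principal components were computed from centred and unit-scaled log2 values with numpy 2.4.6 in Python 3.11.15 (pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9). The shares of day and level in PC1 and PC2 were tested by 100000 permutations of the libraries. These permutations did not keep the libraries of a line together, so for level they do not test chance among lines. The shares of genotype and all shares in PC3 were not tested. Correlations among the *BvMLP* genes and Bv9_219140_rxed were computed within each level, with 12 relations adjusted together, and topological overlap with the network power of 12 used by the authors. To check labels, markers that set 1 genotype apart by more than 1 log2 unit at 0 and 2 dpi were counted in the libraries of 5 dpi. On the 24 libraries of 0 and 2 dpi the method placed 24 with their own level and 24 with their own genotype. Each comparison was repeated on up to 100 splits of its libraries into groups of the same size.

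The alternatives were the values as deposited, equal totals, quantile normalization, pseudocounts of 0.5 and 5, no filter, a mean scaled value of at least 20, no fold threshold, eBayes without trend, voom weights, 4 genotypes by 3 days, genotype as a random block, only the libraries of a comparison, a replicate block, and each replicate letter or genotype left out in turn. Alternatives chosen after the data were seen left out the libraries labelled G1 5 dpi A and G3 5 dpi A, together or alone, or the 4 libraries A of 5 dpi.

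The limma model was tested on simulated data of 16768 genes, drawn around the overall mean of each gene with its residual spread. Apart from the planted changes, these data held no effect of day, level or genotype and no exchanged library, so they are simpler than the real data. For the levels at 2 dpi the model recovered 79.1%, 85.1% and 86.4% of genes changed by a log2 of 1.5, 2 and 3, with 10 false calls, and for the late interaction 53.7%, 73.1% and 81.8%, with 7. Gene ontology, orthologous groups and network modules were left out, because the deposited files hold no such annotation. The paper cites a Data set S1 for the enrichment of module genes, which was not analysed here. Quantitative PCR and disease scores were not analysed here.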

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

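The test of the temperature step was written before its own result was seen, and all other tests of explanations in this part were chosen after the result was seen.

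The libraries labelled G1 5 dpi A and G3 5 dpi A lay with the other resistance level on PC2. An exchange of the pair is argued against, since the library labelled G1 5 dpi A carried 1.03% of the markers of G3. A mixed sample is argued against by median places of 97.17% or more of the way to the other level, and a response to infection by the other 10 libraries of 5 dpi, whose highest place was 4.25%. The genotype labels of the 4 libraries A of 5 dpi moved round by 1 are not argued against, as each library carried at least 90.03% of the markers of the genotype it would then come from. Whether a label, a tube or a file name changed place stays open. The paper's own values lay nearer those without the pair: of 131 fold changes compared, 38 differed with all 36 libraries and 6 without it. Its Fig. S1 shows all partially resistant libraries on 1 side of PC2. The authors' analysis may thus not have used these libraries as now labelled. A change before that analysis would have had to escape, or be set right in, the check of biological affiliation that the paper describes.

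The 3 *BvMLP* genes were lower in partially resistant roots before inoculation. A sequence variant that stops reads of the partially resistant lines from aligning would give a constant ratio between the levels. The late interactions of 2.72 for *BvMLP1* (Bv7_162510_pymu) and 2.72 for *BvMLP2* (Bv7_162520_etow) argue against it as the whole cause at 5 dpi. Both were smaller without the libraries labelled G1 5 dpi A and G3 5 dpi A, and stayed called there. With all 36 libraries both calls ended with voom weights, with only the libraries of the comparison, and without replicate B, replicate C, G1, G3 or G4. For 0 and 2 dpi the table cannot tell, with an early interaction of 0.84 for *BvMLP1*. Reads shared between paralogs could account for the close tracking of *BvMLP1* and *BvMLP2*, whose residuals correlated at r = 0.928 over 36 libraries, and regulation in common would give the same value. The residuals are deviations from condition means by the labels as given. They include the 4 libraries A of 5 dpi, which carried the markers of another genotype, and this r was not computed without them. Alignments of the separate lines, not analysed here, would be needed to choose.

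Most genes called from 0 to 2 dpi rose. Whether the authors' normalization shaped this stays open: at least 78.86% of the calls were higher under the scalings tried, but these act on values already normalized and cannot undo that step, and without a fold threshold the shares were 63.4% and 67.1%. The temperature step at inoculation cannot be told apart from infection, since every root of 2 dpi had both. The heat shock list gave an adjusted p of 0.639 at its lowest and does not decide, as genes outside that list also respond to warmth. Uninoculated roots at the warmer setting would be needed.

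Splits of the same libraries into groups of the same size give a measure of chance. The levels differed by 1092 genes at 0 dpi and 1466 at 2 dpi, where the highest random split gave 38 and 469, so that 1 of 100 splits, the real one, was as large and chance in the grouping of single libraries can be excluded. Random splits break up the lines, and fusing G1 with G4 instead called 150 and 637 genes. The 4 lines can be paired in only 3 ways, so chance among lines cannot be excluded. At 5 dpi 6 of 100 splits called as many genes as the 993 of the real one and the highest called 2546. The real grouping held the libraries labelled G1 5 dpi A and G3 5 dpi A, which lay with the other level. A split that regroups them can exceed the real one, so the test cannot decide here and chance is not excluded. Splits were not run without this pair, where 2409 genes were called. For the late interaction 11 of 100 were as large as the real 21 and the highest called 3054, with the same limit. For the early interaction 0 were called (653 at an unadjusted p under 0.05, and 0 by voom), so every split is as large by construction and the test cannot decide. The highest split called 12. For the changes over time chance can be excluded, with 1 of 100 as large each: 1203 against 793 from 0 to 2 dpi and 1796 against 1538 from 2 to 5 dpi in partially resistant genotypes, and 988 against 599 and 2016 against 1288 in susceptible ones. The same holds for G1 against G2 (650 against 402) and G3 against G4 (1917 against 1179).

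Single libraries stood apart from the other 5 of their group in 9 of 42 groups, where about 1 in 20 would by chance, and 6 of the 9 concern the pair named above. The measure is the gap to the nearest library as a share of the range. The library labelled G1 5 dpi A was the highest for *BvMLP3* (0.787), PC2 (0.759) and Bv9_219140_rxed (0.902), and that labelled G3 5 dpi A the lowest for *BvMLP3* (0.751), PC2 (0.679) and Bv9_219140_rxed (0.692). The others were G3 2 dpi B, lowest for *BvMLP2* (0.63), and G2 0 dpi B, lowest for the second model of *BvMLP3* (0.775) and highest for Bv9_219140_rxed (0.704). Without the pair the log2 fold change of *BvMLP3* between the levels at 5 dpi was -5.79.

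The interaction called 21 genes from 2 to 5 dpi and none from 0 to 2 dpi, and *BvMLP1* and *BvMLP2* were among the 21. The paper does not discuss the Germin-like protein Wageningen 1 gene at Bv7_160340_mpge, whose first model rose from 0 to 2 dpi by 8.33 in partially resistant and 6.49 in susceptible genotypes. No model was called for an early interaction, so the levels are not shown to differ in it.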

How the results depend on the processing

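The settings below were set before the data were examined, except those that leave out libraries A of 5 dpi, which were chosen after the results were seen. Counts are genes called, with all 36 libraries, limma and the thresholds of the paper as the reference.

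Several settings changed little. Values as deposited, equal library totals and quantile normalization gave the same values as each other, because every library has the same sorted values. They called 988 genes between the levels at 5 dpi, against 993 with size factors, and 22 for the late interaction against 21. Dropping the filter or asking for a mean scaled value of at least 20 changed none of 638 named results. The filter had removed no gene, and both settings gave the counts of the main fit in every comparison, so they do not put the results to a test. Pseudocounts of 0.5 and 5 gave 983 and 1005 genes at 5 dpi, and eBayes without trend gave 975 there and 24 for the late interaction. In none of the settings for fold changes did a called named gene reverse its direction.

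Without a fold threshold the counts between the levels were 2121, 2799 and 2235 at 0, 2 and 5 dpi. They were 2436 from 0 to 2 dpi and 4763 from 2 to 5 dpi in partially resistant genotypes, and 1904 and 5379 in susceptible ones. The late interaction had 38 genes, as did the union of both interactions, and the early interaction 0 (653 at an unadjusted p under 0.05). G1 against G2 gave 1433 and G3 against G4 5120.

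With voom precision weights 541 genes were called at 5 dpi and 6 for the late interaction, also 6 for the union, with 0 early (596 at an unadjusted p under 0.05). *BvMLP1* (Bv7_162510_pymu) had a late interaction of 2.78 and *BvMLP2* (Bv7_162520_etow) of 2.76, and neither was called. Of 479 named calls, 337 were kept.

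With 4 genotypes by 3 days, 1660 genes were called at 0 dpi, 13 for the early and 205 for the late interaction, and 213 for the union. With genotype as a random block (correlation within genotype 0.185) the count was 970 at 2 dpi, 5 at 5 dpi and 71 for the late interaction and for the union. *BvMLP3* (Bv_27270_xeas) lost its call at 5 dpi, where its fold change was -3.64. The early interaction had 0 (849 at an unadjusted p under 0.05).

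With only the libraries of a comparison, limma called 0 genes at 5 dpi (2740 at an unadjusted p under 0.05, and 541 by voom on all libraries). It called 1046 from 2 to 5 dpi in partially resistant genotypes, 6 for the early interaction, 2 for the late one and 7 for the union. The late interactions of *BvMLP1* (Bv7_162510_pymu) and *BvMLP2* (Bv7_162520_etow), 2.72 each, were then not called.

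The replicate letters did not pair the libraries. Deviations from the condition means had a mean correlation of -0.0133 over 198 pairs with the same letter and 0.006 over 396 pairs with different letters, and 11 of 36 libraries correlated best with their own letter. With a replicate block the counts were 1046, 1401 and 933 at 0, 2 and 5 dpi and 18 for the late interaction.

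Leaving out 1 replicate letter in every group gave 498 to 779 genes at 0 dpi, 656 to 1081 at 2 dpi and 0 to 2061 at 5 dpi. At 5 dpi the 2061 came without A, and 0 without B and without C (1954 and 2473 at an unadjusted p under 0.05, and 541 by voom on all libraries). In partially resistant genotypes the ranges were 741 to 894 from 0 to 2 dpi and 330 to 2348 from 2 to 5 dpi, and in susceptible ones 597 to 732 and 801 to 2087. The early interaction had 0 (353 to 523 at an unadjusted p under 0.05). The late interaction and the union ranged from 0 (without B and without C, 1445 and 1106 at an unadjusted p under 0.05) to 143 (without A). G1 against G2 ranged from 207 to 804 and G3 against G4 from 1156 to 2150. Late interactions ranged from 2.36 to 3.20 for *BvMLP1* (Bv7_162510_pymu), 2.49 to 3.01 for *BvMLP2* (Bv7_162520_etow) and 2.19 to 5.65 for *BvMLP3* (Bv_27270_xeas). *BvMLP1* lost its call without A, B or C and *BvMLP2* without B or C, and *BvMLP3* gained one without A. The change of *BvMLP3* from 2 to 5 dpi in partially resistant genotypes ranged from 0.75 to 2.45.

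Without G1, 912 genes were called at 2 dpi and 1 for the late interaction and for the union, with 0 early (233 at an unadjusted p under 0.05). Without G2 the counts were 51 at 5 dpi, 38 early, 291 late and 313 in the union. Without G3 they were 1676 at 5 dpi and 10 early. Without G4 they were 361 at 5 dpi, 6 early, and 143 late and in the union. *BvMLP1* (Bv7_162510_pymu) had a late interaction of 2.63 without G1 and 2.72 without G3 and without G4, and *BvMLP2* (Bv7_162520_etow) of 2.79 without G1 and without G3 and 2.65 without G4. None of these was called. Without G2 both were called.

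Without the libraries labelled G1 5 dpi A and G3 5 dpi A, 2409 genes were called at 5 dpi, 2 early, 345 late and 346 in the union. *BvMLP3* (Bv_27270_xeas) gained a late call at 2.3, the late interactions of *BvMLP1* and *BvMLP2* were 2.17 and 2.32 and stayed called, and *BvMLP1* (Bv7_162510_pymu) was called at 5 dpi at -1.33. Without G1 5 dpi A alone the count at 5 dpi was 1663, and the late interaction of *BvMLP1* (Bv7_162510_pymu) was 2.46 and not called. Without G3 5 dpi A alone it was 1761, with 56 genes late and in the union, and *BvMLP3* (Bv_27270_xeas) was called from 2 to 5 dpi in partially resistant genotypes at 1.8. Without the 4 libraries A of 5 dpi the counts were 1239, 1668 and 2280 at 0, 2 and 5 dpi, 1312 from 0 to 2 dpi and 2716 from 2 to 5 dpi in partially resistant genotypes, 1112 and 2490 in susceptible ones, 4 early, 488 late, 491 in the union, 992 for G1 against G2 and 2370 for G3 against G4. The counts of other days changed because the libraries left out also entered the estimate of spread. *BvMLP3* (Bv_27270_xeas) then had a late call at 2.43, and *BvMLP1* (Bv7_162510_pymu) was not called at 5 dpi (-0.91). The reason why these counts rose was not tested beyond the checks of labels.

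Without the pair, r within the partially resistant level was 0.477 for *BvMLP1* and *BvMLP3* and 0.428 for *BvMLP2* and *BvMLP3*. Within the susceptible level it was 0.18 and 0.269, and with Bv9_219140_rxed it was -0.18 for *BvMLP1* and -0.03 for *BvMLP2*, changed signs, and 0.378 for *BvMLP3*. Within the partially resistant level it was -0.358, -0.335 and -0.499, where all 36 libraries gave 0.076, 0.053 and 0.463. Pooled over all 36 libraries, r with Bv9_219140_rxed was 0.661 for *BvMLP1*, 0.628 for *BvMLP2* and 0.855 for *BvMLP3*. The pooled value mixes the difference between the levels with relations inside them.

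With values only centred, day explained 0.434% of PC1 and level 0.489% of PC2. PC1 then followed level (76.8%), while PC2 was explained by genotype (43.5%) and day (37.0%) and PC3 by day (46.6%). With an estimated correlation between genes, 4 list tests passed instead of 33.

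Fusing G1 with G3 in the same 34 libraries called 96 genes at 0 dpi and 4 at 5 dpi, and fusing G1 with G4 called 0 at 5 dpi in limma (773 at an unadjusted p under 0.05, voom not run). These fusions were not run under other settings. Tests on counts were not run, because the deposited values are normalized.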

Differences from the paper's values

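The alternatives were set before the data were examined, except those that leave out the libraries labelled G1 5 dpi A and G3 5 dpi A, together or alone, or all 4 libraries A of 5 dpi. These were chosen after the values were seen, as were the tests of labels. Values of the paper's tables and figures were read by eye and follow the word about. Fold changes are on the log2 scale and were taken as different when the signs differ or the gap exceeds the standard error of limma, and counts when one is more than 1.5 times the other. The paper's fold changes and calls come from edgeR models of counts, and those here from limma on the log2 of normalized scores. How much of a difference comes from this change of method was not tested. Of 131 fold changes compared, 38 differed, and 6 did without the pair. With the pair left out, 1 of the 21 late calls and 2 of the 993 calls at 5 dpi were lost.

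In the paper's Table S6, the fold change of the chitinase Bv8_193950_dfhu from 2 to 5 dpi in partially resistant genotypes is about -1.4, and here it was -0.70. For Bv8_194000_ancf the paper has about 4.1 in susceptible genotypes and about -3.7 for the late interaction, against 3.25 and -2.57. For Bv3_057720_dtna it has about -0.44 in partially resistant genotypes, against 0.02. For Bv2_029970_nihk it has about 1.2 in partially resistant and about -3.8 in susceptible genotypes and about 5 for the late interaction, against -1.73, -2.75 and 1.02. For Bv5u_122280_kusm it has about 0.31 in susceptible genotypes, against 0.06. For *BvMLP3* (Bv_27270_xeas) it has about 0.8, about -1.4 and about 2.2 in the same 3 places, against 1.8, -2.65 and 4.45.

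Table S3 of the paper has these late interactions: about 1.2 for Bv8_201950_spet (here 0.71), about 1.4 for Bv1_007220_orsp (0.51), about 3 for Bv7_164110_jmqz (1.86), about 2.6 for Bv7_164120_zexd (1.57), about 1.8 for Bv_07190_cftk (0.84), about 2.1 for Bv_46130_nwjh (1.15), about 1.1 for Bv2u_048250_wmnk (0.81), about -0.4 for Bv1_012370_oksw (0.94) and about 2.2 for Bv5_100060_mxky (1.25). In partially resistant genotypes the paper has, from 2 to 5 dpi, about 2 for Bv1_007220_orsp (here 1.45), about 0.93 for Bv7_164110_jmqz (0.12), about -0.26 for Bv7_164120_zexd (-0.83), about 1.2 for Bv_46130_nwjh (0.53), about 0.25 for Bv7_167770_dcxg (-0.23) and about 1.6 for Bv5_100060_mxky (1.04). In susceptible genotypes it has about 0.11 for Bv_07190_cftk (here 0.61) and about -0.6 for Bv5_100060_mxky (-0.21). From 0 to 2 dpi it has about -0.03 for Bv5_100060_mxky in partially resistant genotypes (here 0.06).

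Table S8 of the paper has late interactions of about 4.7 for Bv7_168670_zjey (here 0.39), about 2.1 for Bv8_188140_ixfj (0.83), about 1.9 for Bv8_201940_dxie (0.88), about 2.1 for Bv9u_231310_dduj (1.45), about -1.1 for Bv1_001410_xwqc (-0.47), about 1.6 for Bv2_036530_xhiz (0.99), about 1.5 for Bv5_097150_wnsu (0.91), about 1.4 for Bv8_195830_daxs (0.61) and about -3.2 for Bv4_073400_mwnd (-1.26).

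Leaving out replicate A removed the difference for all of these 38 values except Bv2_029970_nihk in partially resistant genotypes and in the late interaction, Bv5u_122280_kusm and Bv7_167770_dcxg. Leaving out replicate B removed it for Bv8_193950_dfhu, both values of Bv8_194000_ancf and Bv5u_122280_kusm, and leaving out replicate C for Bv5u_122280_kusm. Leaving out G3 removed it for the late interactions of Bv_27270_xeas, Bv8_201950_spet, Bv1_007220_orsp, Bv_07190_cftk, Bv8_188140_ixfj, Bv8_201940_dxie, Bv9u_231310_dduj, Bv1_001410_xwqc and Bv5_097150_wnsu. Leaving out G1 removed it for those of Bv_07190_cftk, Bv8_201940_dxie, Bv1_001410_xwqc and Bv5_097150_wnsu, leaving out G2 for Bv2u_048250_wmnk and Bv9u_231310_dduj, and leaving out G4 for Bv8_194000_ancf and Bv2u_048250_wmnk. Values as deposited, equal totals and quantile normalization removed it for Bv_07190_cftk in susceptible genotypes, Bv2u_048250_wmnk, and Bv5_100060_mxky from 0 to 2 dpi and in susceptible genotypes. Voom weights did so for the last 3 and for Bv2_029970_nihk in susceptible genotypes, and a pseudocount of 0.5 for the latter. All other alternatives set before left the 38 differences, and none removed those of Bv2_029970_nihk in partially resistant genotypes and in the late interaction and of Bv7_167770_dcxg. Values outside the 38 came to differ as well: 11 without replicate A, 20 without B, 28 without C, 9, 8, 14 and 11 without G1, G2, G3 and G4, 1 with each of the 3 scalings, 2 with voom weights and 2 without the pair. Without the pair of libraries, 4 of the 38 differences were left: Bv2_029970_nihk in the same places, Bv7_167770_dcxg, and Bv5_100060_mxky from 0 to 2 dpi. Leaving out the 4 libraries A of 5 dpi, chosen after the values were seen, removed 33 of the 38 and kept 19 of the 21 late calls and 963 of the 993 at 5 dpi, and 4 values outside the 38 then differed. Left of the 38 were the same as without the pair, and Bv5u_122280_kusm. Leaving out the library labelled G1 5 dpi A alone, also chosen after the values were seen, removed 18 and kept 15 of the 21 late calls, and leaving out that labelled G3 5 dpi A alone, chosen likewise, removed 17 and kept 20 of them.

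Numbers of genes called differ as well. The paper counts 718 genes higher in partially resistant genotypes at 5 dpi only, and here 257 were. No fold threshold (613) and leaving out replicate A (672) removed the difference, as did the settings chosen after the values were seen without the pair (643), without the 4 libraries A of 5 dpi (633, keeping 963 of the 993 calls at 5 dpi) and without the library labelled G3 5 dpi A alone (479, keeping 983). The other alternatives set before did not, nor did leaving out that labelled G1 5 dpi A alone (423). The paper counts 201 genes higher at 2 and 5 dpi but not at 0 dpi, against 72. No fold threshold (143) and leaving out G3 (162) removed this, as did leaving out the pair (173), the 4 libraries (157) or that labelled G3 5 dpi A alone (142), with the calls kept as above, while the other alternatives set before did not, nor did leaving out that labelled G1 5 dpi A alone (118). The paper counts 2697 genes that differ between the levels at 5 dpi, against 993. No fold threshold (2235), leaving out replicate A (2061), leaving out the pair (2409) and leaving out the 4 libraries (2280, keeping 963 of the 993) removed this. The other alternatives set before did not, nor did leaving out the library labelled G1 5 dpi A (1663) or G3 5 dpi A (1761) alone.

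The paper counts 59 genes with an early interaction, against 0 by limma (653 at an unadjusted p under 0.05, and 0 by voom), and no setting removed the difference. The highest was 38 without G2, with 2 without the pair and 4 without the 4 libraries A of 5 dpi. It counts 615 genes with a late interaction, against 21, where the highest alternative set before was 291 without G2, and the count was 345 without the pair. For the union it counts 660, against 21, with 313 without G2 and 346 without the pair. Leaving out the 4 libraries A of 5 dpi, chosen after the values were seen, removed both differences with 488 and 491 and kept 19 of the 21 late calls. No other setting did.

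The paper counts 23 MLP genes in the genome, and 8 gene models here had such a description, for which no alternative was set. In the paper's Fig. S1 PC1 holds about 13% and PC2 about 10% of the variance, against 24.9% and 16.9%. The alternatives gave 22.8% to 29.5% for PC1 and 16.0% to 20.3% for PC2, and none removed the difference. In the paper's Fig. S4 the log10 value of *BvMLP3* in partially resistant genotypes at 5 dpi is about 2.3, against 3.21, and 2.35 without the pair. The axis of that figure is labelled log2, and its other values lie near the log10 of the mean scaled values.

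Several statements of the paper differ from the results in gene or direction. The paper lists 11 stress genes as more active in partially resistant genotypes at 2 dpi, of which Bv_44840_iifo, Bv2_039610_pxtp and Bv1_013700_wnij were called and 8 were not, Bv8u_204980_frqg being called without the pair. That gene was also called with a pseudocount of 5, voom weights, 4 genotypes by 3 days, a replicate block, without G2, without G4, and without the library labelled G1 5 dpi A alone. The call of Bv_44840_iifo ended with voom weights, genotype as a random block, each replicate letter left out, and without G1 or G4. Fig. S1 of the paper shows all partially resistant libraries on 1 side of PC2, and here the library labelled G1 5 dpi A lay on the other. The paper describes an increase over time in the number of genes that differ between the levels, and here the numbers were 1092, 1466 and 993, the last 2409 without the pair. No gene of Tables S3, S6 and S8, apart from the *BvMLP* genes, had a called late interaction in limma or voom (9, 4 and 2 of the other genes at an unadjusted p under 0.05), and without the pair 8 of 13, 4 of 6 and 5 of 13 models had. The early interactions of Bv2_027430_cint and Bv5_119300_wnjc were not called.

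The paper describes the *BvMLP* genes as elevated in partially resistant genotypes at 5 dpi. From 2 to 5 dpi *BvMLP1* and *BvMLP2* rose there by 2.12 and 2.09, which is the direction of the paper. Compared with susceptible genotypes all 3 were lower at 0 and 2 dpi, and at 5 dpi *BvMLP3* was lower, a call that ended with genotype as a random block, and the others were not called, *BvMLP1* (Bv7_162510_pymu) being called at -1.33 without the pair and not called at -0.91 without the 4 libraries A of 5 dpi or without replicate A. The rise of *BvMLP3* in partially resistant genotypes was not called with all libraries, and it was called without the library labelled G3 5 dpi A alone (1.8) and without replicate A it was 0.75 and not called. The paper reports no co-activation of *ERF*-encoding genes, where it discusses MLP genes. Here 11 of 21 rose from 0 to 2 dpi in partially resistant genotypes and 9 in susceptible ones, before the rise of *BvMLP1* and *BvMLP2*. This is another interval than that of the *BvMLP* rise, and co-activation with these genes was not tested. From 2 to 5 dpi in partially resistant genotypes, 11 of the 21 had an unadjusted p under 0.05 in limma, in either direction, and 3 were called with voom weights. The gene Bv9_219140_rxed, taken by its description for the paper's flavonoid *O*-methyltransferase, had no call over time with all libraries. It fell by 2.62 from 2 to 5 dpi in partially resistant genotypes without the pair. The Discussion of the paper places all 3 NBS-LRR genes on chromosome 3, and its results on chromosomes 3, 4 and 8. In the deposited annotation they lie on an unplaced scaffold, chromosome 4 and chromosome 8, and *BvMLP3*, which the paper places on chromosome 8, lies on no chromosome.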

Other observations

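The tests named in this part were made on lists and genes set by rule before the data were examined, and the texts on libraries A of 5 dpi rest on tests chosen after the results were seen.

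Beyond the genes of the paper, the early response in both levels included proteins that guard the cell wall. Polygalacturonase-inhibiting proteins block fungal enzymes that open pectin, and Bv3_062450_pfzp rose from 0 to 2 dpi by a log2 fold change of 6.74 in partially resistant (standard error 0.85, limma adjusted p = 4.16e-07) and 6.04 in susceptible genotypes. Bv4_087320_wsns, of the same kind, rose by 6.76 and 5.80. A xyloglucan endotransglucosylase (Bv2_042550_duix), which rearranges wall polymers, rose by 6.34 and 4.34. Phenylalanine ammonia-lyase (Bv7_162100_rxjj), the entry to lignin and other phenolics, rose by 2.51 and 1.44. A late embryogenesis abundant protein (Bv7_164380_qugz), which shields cells that lose water, rose by 4.76 (standard error 0.35, adjusted p = 1.16e-11) and 4.47. The WRKY3 gene (Bv2_032170_zqqw) rose by 5.13 in partially resistant and by 7.38 in susceptible genotypes (standard error 1.09, adjusted p = 8.8e-06).

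In the later interval genes of metabolism, defence and signalling changed. Pyruvate phosphate dikinase (Bv1_015490_wate), which links sugar breakdown to amino acids, rose from 2 to 5 dpi by 5.63 in partially resistant (standard error 0.83, adjusted p = 3.68e-05) and 3.46 in susceptible genotypes. An *O*-methyltransferase (Bv9_226060_magf) rose by 5.46 in the former, and its 2.83 in the latter did not pass (adjusted p = 0.135). Germin-like protein Kiel 1 (Bv8_196560_jzco) rose by 5.08 and 6.59 in the same order (standard error 1.28, adjusted p = 0.000223 in susceptible genotypes). A low-temperature inducible gene (Bv6_133920_chjh) changed by -2.94 and -3.60, and a CBL-interacting kinase (Bv7_156640_hcry), which passes on calcium signals, by -4.01 and -3.66. None of these genes was called for an interaction. Heat shock genes as a list did not shift from 0 to 2 dpi, with 1 of 37 higher in partially resistant and 2 in susceptible genotypes (camera adjusted p = 0.893 and 0.639).

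For resistance, several of the same genes rose from 0 to 2 dpi in both levels, and the main limma fit called none whose early change differed between them (653 at an unadjusted p under 0.05, and none by voom). Some other limma fits called a few, among them 13 with 4 genotypes by 3 days and 38 without G2. Between the levels 1092 genes differed at 0 dpi and 1466 at 2 dpi, the *BvMLP* genes among them, and fusing G1 with G4 instead called 150 and 637. The differences between the levels were present in lines that differ in their whole background, so they cannot be assigned to resistance with 2 genotypes in each level.

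For *BvMLP1* and *BvMLP2* the data give a rise from 2 to 5 dpi in partially resistant roots from a low base toward the level of susceptible roots. A protein that comes near the susceptible level only late could act in the partially resistant background through its timing, or its rise could follow from the state of the tissue at 5 dpi. Without the libraries labelled G1 5 dpi A and G3 5 dpi A, *BvMLP1* (Bv7_162510_pymu) was lower than in susceptible roots at 5 dpi by -1.33, which was called, and its late interaction was 2.17 and called. Without all 4 libraries A of 5 dpi the difference of *BvMLP1* at 5 dpi was -0.91 and not called. A time course with more roots per line, and lines from a cross of the levels, would separate these.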
